# Imprinted Gene Expression and Function of the Dopa Decarboxylase Gene in the Developing Heart

**DOI:** 10.3389/fcell.2021.676543

**Published:** 2021-06-22

**Authors:** Adam R. Prickett, Bertille Montibus, Nikolaos Barkas, Samuele M. Amante, Maurício M. Franco, Michael Cowley, William Puszyk, Matthew F. Shannon, Melita D. Irving, Marta Madon-Simon, Andrew Ward, Reiner Schulz, H. Scott Baldwin, Rebecca J. Oakey

**Keywords:** dopa decarboxylase, knock-out, imprinting, heart, mouse, human

## Abstract

Dopa decarboxylase (DDC) synthesizes serotonin in the developing mouse heart where it is encoded by *Ddc_exon1a*, a tissue-specific paternally expressed imprinted gene. *Ddc_exon1a* shares an imprinting control region (ICR) with the imprinted, maternally expressed (outside of the central nervous system) *Grb10* gene on mouse chromosome 11, but little else is known about the tissue-specific imprinted expression of *Ddc_exon1a*. Fluorescent immunostaining localizes DDC to the developing myocardium in the pre-natal mouse heart, in a region susceptible to abnormal development and implicated in congenital heart defects in human. *Ddc_exon1a* and *Grb10* are not co-expressed in heart nor in brain where *Grb10* is also paternally expressed, despite sharing an ICR, indicating they are mechanistically linked by their shared ICR but not by *Grb10* gene expression. Evidence from a *Ddc_exon1a* gene knockout mouse model suggests that it mediates the growth of the developing myocardium and a thinning of the myocardium is observed in a small number of mutant mice examined, with changes in gene expression detected by microarray analysis. Comparative studies in the human developing heart reveal a paternal expression bias with polymorphic imprinting patterns between individual human hearts at *DDC_EXON1a*, a finding consistent with other imprinted genes in human.

## Introduction

There are over a hundred imprinted genes in the mouse and human genome (Kelsey and Bartolomei, 2012) many of which contribute to mammalian growth and development (Cleaton et al., 2014). Genomic imprinting is the parent-of-origin-dependent, allele-specific expression of a gene (Ideraabdullah et al., 2008). Imprinted genes are regulated by epigenetic mechanisms including parent-of-origin-dependent, allele-specific DNA methylation of CpG-rich differentially methylated regions (DMRs). There are two classes of DMRs: germline DMRs that are established during gametogenesis are maintained throughout development and act as imprinting control regions (ICRs); and somatic DMRs that arise post-fertilization, are often tissue-specific and can contribute to the regulation of imprinted gene clusters together with the ICR (Edwards and Ferguson-Smith, 2007). Both classes are maintained during cell division (Lewis and Reik, 2006).

The Dopa decarboxylase gene (*Ddc)* has two transcript isoforms, one is expressed from both parental alleles and the other is imprinted. *Ddc*, is expressed from both parental alleles in the urinary system, eye, nervous system, liver, limbs, alimentary system and ear. Deficiency of this canonical form of the gene in humans results in an autosomal recessive inborn error of metabolism (MIM #608643) (Lee et al., 2013; Smith et al., 2014). The second transcript isoform, known as *Ddc_exon1a* was identified through the analysis of a differential gene expression screen designed to detect novel imprinted genes and it is imprinted, being expressed only from the paternally inherited allele in the developing mouse heart (Menheniott et al., 2008).

Imprinted genes are typically found in clusters in the genome (Barlow and Bartolomei, 2014) and *Ddc_exon1a* is no exception lying adjacent to *Grb10*, an imprinted gene that encodes an intracellular signaling adaptor protein. *Grb10* is typically maternally expressed (Charalambous et al., 2003) and acts to restrict fetal growth and promote adipose deposition in adulthood (Smith et al., 2007; Madon-Simon et al., 2014). Unusually, *Grb10* is expressed from the opposite (paternal) allele in the CNS but the mechanism that underlies this switch between maternal and paternal expression is unclear, as is the role for paternally expressed *Grb10* in neurons (Plasschaert and Bartolomei, 2015). The two genes therefore comprise an imprinting cluster where imprinted expression is directed via the shared ICR in the 5′ untranslated region (UTR) of *Grb10* [also known as the *Grb10* CpG island 2 (CGI 2) DMR]. When the ICR is ablated, it results in loss of both *Grb10* and *Ddc_exon1a* imprinting (Shiura et al., 2009). Since the regulation of imprinted gene clusters is typically co-ordinated (Ideraabdullah et al., 2008), we reasoned that *Ddc_exon1a* expression could be co-ordinately regulated with the expression of *Grb10*.

*Ddc_exon1a* is the only variant of Ddc expressed in heart and is a unique example of a transcript that shows heart-specific genomic imprinting. *Grb10* has a more complex imprinted expression pattern in the developing embryo but exhibits paternal expression in the CNS. There are varying reports regarding *Ddc_exon1a* expression in the brain (Shiura et al., 2009; Madon-Simon et al., 2014; Smith et al., 2014; Plasschaert and Bartolomei, 2015). As *Grb10* is expressed maternally in most tissues but shows paternal expression specifically in the brain and in subsets of cells in the heart, this suggested to us that *Ddc_exon1A* and *Grb10* might be linked and coordinately expressed in brain and heart.

We sought to investigate the allelic expression of *Ddc_exon1a* in the brain and the heart using allele-specific assays in tissues from reciprocal hybrid mouse strains. As allelic expression was predominantly observed in the heart, the spatial pattern of DDC_EXON1A protein was delineated in the developing mouse heart by immunostaining embryonic sections. Spatial distribution was also compared to its ICR partner *Grb10* in a gene trap transgenic mouse line. To investigate function, the phenotype of a knockout mouse model of *Ddc_exon1a* was examined and changes in the developing myocardium were seen along with gene expression changes associated with tissue development and cellular organization. An antisense transcript overlaps *Ddc_exon1a* but no evidence was found for it influencing imprinted *Ddc_exon1a* expression *in cis*. A comparative study examining the expression of *DDC_EXON1A* in 40 human fetal hearts including fetal-maternal pairs, reveals a paternal expression bias and a polymorphic pattern of imprinted gene expression.

## Materials and Methods

### Allele-Specific RT-PCR Assays

RNA was extracted from tissue using the RNAeasy Kit^TM^ (Qiagen), assessed for purity using NanoDrop (requiring a 260/280 ratio of ∼2.0) and integrity using Agilent 2100 Bioanalyzer, and converted to cDNA with a Superscript II^TM^ (Invitrogen) kit, as per manufacturers’ instructions. For mouse *Ddc_exon1a* the allele was identified via a G/A single nucleotide polymorphism (SNP) between *Mus musculus domesticus* C57BL/6J (B) and *Mus musculus castaneus* CAST/EiJ (C) in exon 3 (mm9, chr11:11776278). Transcripts with this SNP were amplified by PCR from reciprocal BxC and CxB hybrids (by convention, the maternal genotype is listed first) and sequenced. *Ddc_exon1a* and *Ddc_canonical* transcripts were amplified using exon-specific forward primers EXON1A-F (5′-TGTCACCAAGGAGAGAGAGAGA-3′) and EXON1-F (5′- AGTTGTGTCGCCACCTCCT-3′) and a common reverse primer, EXON4-R (5′-CAGCTCTTCCAGCCAAAAAG-3′). PCR: 94°C for 3 min, 34 cycles of 94°C for 30 s, 56°C for 30 s, and 72°C for 1 min, with a final extension of 72°C for 5 min and Sanger sequencing using an ABI 3730xl.

For AK0066690, nested primers were used AK006690_ F_outer: CCAGCCTCCATTTCAGAGTT, AK006690_R_outer: TTGACTAGGAATATTTCCTTCCAT, amplicon size: 250bp. Inner primers were AK006690_F_inner: TTCAGCCAAGAG TGCTTAGG, AK006690_R_inner: GCTGCTGCATGCTTAT TTGT, amplicon size: 184 bp.

### Immunostaining

E15.5 wildtype embryos were fixed in 4%PFA for 1 h at 4°C, dehydrated and embedded in paraffin wax. Antigen retrieval was performed by boiling in high pH antigen unmasking solution (Vector Labs). Slides were blocked with 4% v/v donkey serum (abcam, ab7475) for 1.5 h. Primary antibodies in the following dilutions: anti-DOPA Decarboxylase antibody (ab3905) (1:500), goat-α-mouse ANF (1:100) in 0.01% Tween-20, 2% v/v donkey serum in PBS were dropped onto slides and incubated in a humidified chamber at 4°C for 16 h. Slides were washed 3X in 0.01% Tween-20 in PBS. Secondary antibodies Alexa Fluor 555 donkey-α-goat (Invitrogen) and Alexa Fluor 647 donkey-α-rabbit (Invitrogen) were diluted 1:300 in 0.01% Tween-20 PBS, dropped onto slides and incubated for 2 h at RT in the dark. Slides were washed 3X in PBS and mounted using ProLong^®^ Gold Antifade Reagent with DAPI (Invitrogen).

### Histological Analysis

Histological analysis was performed on the *Grb10KO* with a *lacZ* reporter construct at the 3′ end of exon 8 (Garfield et al., 2011). Gestating Grb10KO females were sacrificed at 18.5 days *post coitum* and the uterine horns isolated immediately. All animal experiments were approved and regulated by the university ethics committee at the University of Bath and conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. The reporter insertion ablates all isoforms of *Grb10* in mouse embryos and results in a null. Where *Grb10* expression is perturbed, lacZ protein expression occurs. In *Grb10^+/KO^* mice, tissue localization of *Grb10* is blue with X-gal staining. *Grb10^+/KO^* E15.5 embryos were fixed in 4% (w/v) PFA, cryoprotected in 30% sucrose and embedded in OCT. Sections were stained for paternal *Grb10* in 1 mg/ml X-gal diluted in stain base [30 mM K_4_Fe(CN)_6_ 30 mM K_3_Fe(CN)_6_.3H_2_O, 2 mM MgCl_2_, 0.01% (w/v) sodium deoxycholate, 0.02% (v/v) Igepal CA-630 in 0.1% PBS] for 18 h at 28°C and counterstained using nuclear fast red.

Samples were stained for DDC using VECTASTAIN^®^ ABC kit (Vector Labs) with blocking in 5% skim milk. DDC antibody (Abcam, #3905) was used at a 1:500 dilution. Sections were counterstained with Harris’ hematoxylin (30 s), and incubation in Scott’s tap water (Fisher) for 1 min.

### Morphological Analysis Using Episcopic Fluorescence Image Capture (EFIC)

Embryos and dissected neonatal mouse hearts were fixed and embedded in paraffin as for immunostaining. Measurements of embryos were adjusted to the crown rump length to account for differences in embryo size due to variation in the time of conception on a given day of gestation as is convention. For EFIC analysis (Rosenthal et al., 2004) sections were re-embedded in red aniline dyed wax and photographed using an EFIC system at Vanderbilt University, with a sectioning size of 5μm. Samples were photographed at a magnification of 20× using appropriate mCherry and GFP wavelengths. Images were quality controlled by visual inspection and rebuilt in 3D using Volocity^TM^ image analysis software (Perkin Elmer) and virtually re-sectioned in a plane that bisected the mitral and aortic valve, with the measurements taken on this plane at the base of the papillary muscle to ensure samples were measured equally. All measurements were made blind with the identity of the samples only revealed prior to statistical analysis. Comparisons between sample groups were made using a Mann-Whitney test.

### Microarray Analysis

Microarray libraries were generated as per manufacturers’ instructions for Affymetrix Genechips^TM^ on three *Ddc*^*WT*^ and four maternally deleted (*Ddc^*MAT*Δ^*) (making seven wild type samples) and four paternally deleted (*Ddc^*PAT*Δ^*) and one homozygous mutant (*Ddc^ΔΔ^*) (providing five knockouts of *Ddc_exon1a* in embryonic heart) using two separate six-lane arrays. Raw probe signals were background-corrected using NEQC quartile-normalized and a linear model was fitted to compare the effects of different genotypes in LIMMA (Smyth, 2004). These data have been deposited in GEO, Accession number GSE87595.

### Western Blotting

An E15.5 embryo carcass was macerated in 1 ml of RIPA buffer [50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% (w/v) sodium deoxycholate, 0.1% SDS, 1 mM PMSF, 1× protease inhibitor (Roche)] and centrifuged at 16,000 g for 20 min at 4°C. Total protein in the supernatant was measured using the BCA protein assay kit (Pierce) and stored at −20°C. The same protocol was used to extract protein from cultured cells without maceration. 20 μg in 25 μl of each sample was mixed 1:1 with 2× reducing buffer (62.5 mM Tris HCl pH 6.8, 2% (w/v) SDS, 6 M Urea, 2% (v/v) Igepal CA-630, 5% (v/v) β-mercaptoethanol, 0.02% (w/v) bromophenol blue, 4% glycerol and heated to 95°C for 5 min. Samples were electrophoresed alongside a Spectra^TM^ multicolor protein ladder (Thermo Fisher Scientific) on a 12% polyacrylamide resolving gel: 12% polyacrylamide (National Diagnostics), 0.37M Tris:HCl pH 8.8, 0.1% SDS, 0.05% AMPS, 0.05% TEMED with a stacking gel (5% polyacrylamide, 0.12M Tris:HCl pH 6.8, 0.05% AMPS, 0.1% TEMED) at 100 V for 3 h in running buffer (0.1% SDS, 25 mM Tris, 208 mM glycine). Protein was transferred at 90 V for 2 h to a PVDF membrane (Bio-Rad) using western blot wet transfer buffer (25 mM Tris, 192 mM glycine, 20% (v/v) methanol. The membrane was blocked for 90 min in 5% powdered skimmed milk (Marvel) in 0.1% Tween-20 with PBS. Primary antibodies were diluted, rabbit-α-mouse DDC (1:1,000) in 5% milk in 0.1% Tween-20 with PBS and incubated with the membrane overnight at 4°C. Membranes were washed 3X in 0.1% Tween-20 with PBS for 15 min and incubated in peroxidase-conjugated goat anti-rabbit secondary antibody (DAKO P0448) diluted 1:2,000 in 5% milk in 0.1% Tween-20 with PBS for 1 h at RT. 3X washes were performed and protein detected using the ECL system (Amersham). Proteins were visualized by exposure to Fuji film developed on a Laser45 machine. For loading control, membranes were stripped by heating at 50°C for 30 min in stripping buffer (100 mM 2-Mecaptoethanol, 2% SDS, 62.5 mM Tris:HCl, pH6.7), washed 3X in 0.1% Tween-20 with PBS for 15 min, and re-probed using mouse-α-mouse Tubulin (abcam anti-alpha Tubulin antibody ab7291; 1:5,000) and rabbit-α-mouse Histone H3 (abcam H3 ab1791; 1:5,000).

### Knockout Mice

*Ddc* knockout model generation was carried out by Lexicon Genetics Inc., United States and breeding, genotyping and tissue acquisition by the UC Davis mouse biology program. The mouse strain and cell lines are deposited as frozen embryos in the International Mouse Strain Resource^1^ and listed in MGI as Ddc^Gt(OST129277)Lex^ (B6;129S5-^DdcGt(neo)420Lex^, ID# 11693–UCD). Homozygous null mice have a lethal phenotype and their number is lower than Mendelian expectations at E10.5 (for example, four heterozygous inter-crosses of this knock-out mouse resulted in 11 WT, 14 Heterozygous and 3 double knock-out embryos. Mendelian ratios would have expected numbers in line with 11 WT, 22, Heterozygous and 11 double knock-out embryos) non-Mendelian ratios were also observed at litters dissected at E15.5. Heterozygous mice did not show overt phenotypes in the Lexicon Genetics high-throughput phenotype screen which aimed to identify genes that when ablated, resulted in overt phenotypes in obesity and skeletal anomalies. This screen is acknowledged to be conflicted between studying individual lines of mice and screening many lines rapidly. Therefore, compromises were made in terms of phenotypic detail, making detailed analyses of heterozygotes essential at the individual gene/strain level. Here we examine the embryos in detail for cardiac phenotypes which were not scored in the Lexicon Genetics screen. The Grb10KO knockout mouse strain was that described in Garfield et al. (2011).

### Human Tissue Acquisition

Twenty-five human heart and matched decidua from 4 to 13 weeks were provided by the MRC-Wellcome Trust Human Developmental Biology Resource (HDBR)^2^ from the Institute of Genetic Medicine, Newcastle and Institute of Child Health, London. Fifteen fetal heart samples and matched maternal cheek swabs were collected via an approved protocol from the Joint Research Ethics Committee of London, Camberwell St Giles, project ID 53717. Informed consent was obtained for the inclusion of these samples. The study was performed abiding by the ethical principles underlying the Declaration of Helsinki and good practice guidelines on the proper conduct of research.

**Human embryo allele-specific assays** by RT-PCR and Sanger sequencing. RNA was extracted from tissue and converted to cDNA using the RNAeasy^TM^ (Qiagen) and Superscript II^TM^ (Invitrogen) kits, as per manufacturers’ instructions. gDNA was extracted using a DNAeasy kit^TM^ (Qiagen). SNPs were identified in the UCSC genome browser and amplified with primers:

DDC_13/15R:GGCATTTAGCCACATGACAA–59.5
DDC_13/15F:ATTCTGGGGCTTGTCTGCTT–61.2
DDC_1/4F:TGGAGAATCCCATCAAGGAG–60.0
DDC_1/1a/4R:CACAGTCTCCAGCTCTGTGC–59.8
DDC_1a/4F:GGACAGAGAGCAAGTCACTCC–59.0
DDC_1a/4F2:CTGTCACTGTGGAGAGGAGAG–57.6 and sequenced on an ABI 3730xl.

## Results

### Ddc-Exon1a Is Predominantly Found in the Developing Mouse Heart

Fluorescence immunostaining reveals the cellular distribution of cardiac DDC protein in E15.5 hearts. Because *Ddc-Exon1a* is the only isoform expressed in the developing heart (Menheniott et al., 2008) the staining reflects its expression. Sections in the coronal plane show a four-chamber view of the heart (Figure 1) which were either co-stained for DDC and MF-20 (an antibody to the myocardial marker myosin heavy chain) (Figures 1A,C), or DDC and ANF (a marker of trabeculae, the complex meshwork of myocardial strands) (Figures 1D–I). DDC protein was present throughout the ventricular myocardium and inter-ventricular septum (IVS), the structure between the right and left ventricles (Figures 1B,E,H), but was absent from the atria and the trabecular layer, except where the trabeculae meet the compact myocardial layer (Figures 1D–I). In addition, DDC protein was not detected in the epicardium or endocardium. Expression in cardiac fibroblasts is not ruled out, but this cell population is a small component of the ventricular wall at this stage of development (Lajiness and Conway, 2014). Scattered DDC is detected throughout the compact myocardium of both ventricles, with protein present in the myocytes of the right ventricular apex, outflow tract, and right ventricular portion of the interventricular septum at E15.5, and this same pattern was observed at E18.5 (Figures 1E,J–L). All of these regions of the myocardium (RV apex, RV outflow tract, and RV portion of the interventricular septum) are derived primarily from progenitor cells of the secondary heart field and are particularly susceptible to abnormal development leading to congenital heart defects (Kelly, 2012).

**FIGURE 1:**
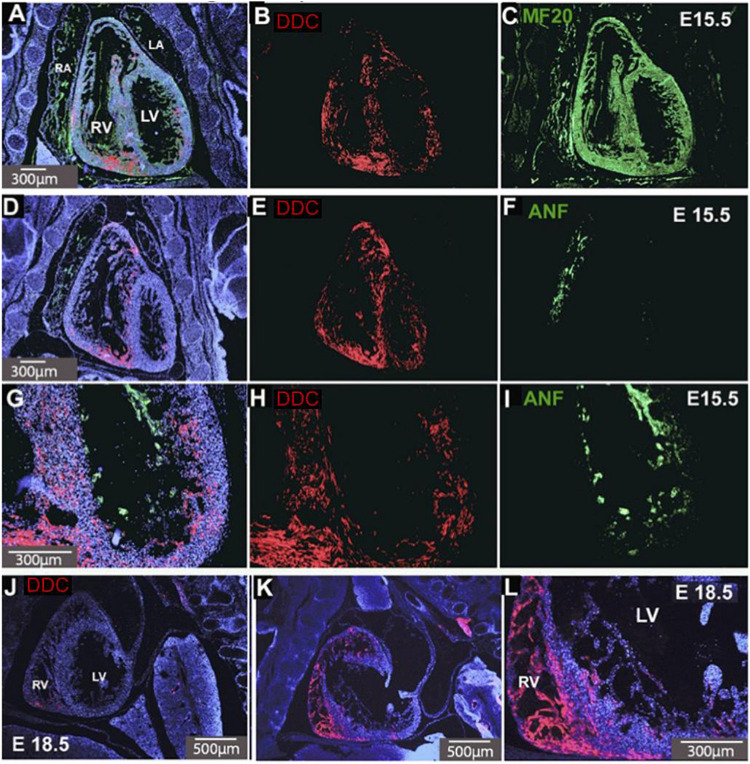
DDC in E15.5 and E18.5 hearts. Coronal sections of the heart co-stained for DDC (red) and the myocardial marker MF-20 (green) **(A–C)** and DDC and a marker of trabeculae, ANF (green) **(D–I)**. DDC protein (red) is present throughout the ventricular myocardium and interventricular septum (IVS), the structure separating the right and left ventricles, **(B,E,H)**, but absent from the atria and the trabecular layer, except where the trabeculae meet the compact myocardial layer **(D–I)**. This is also seen in sagittal sections at E18.5 **(J–L)** where DDC is present in the myocardium, IVS, and right ventricular myocardium. Blue staining is DAPI nuclear counterstain **(A,D,G,J,K,L)**. RV Right Ventricle, LV Left Ventricle, RA Right Atrium, LA Left Atrium. Minimum number of hearts examined = 3.

*Ddc_exon1a* exists in an imprinting cluster along with *Grb10* and their imprinted expression is coordinated by the *Grb10* ICR. Paternal *Grb10*, which is expressed in a subset of cells in the heart, was detected using a *Grb10-*LacZ reporter transmitted through the paternal germline (Garfield et al., 2011). Its restricted expression appears punctate in the IVS and the atrio-ventricular septum (Figure 2) and is present in a small region next to the right ventricular myocardium suggestive of a coronary vessel. Paternally derived DDC_EXON1a protein, however, was more broadly evident throughout the myocardium (Figure 2). DDC_EXON1a protein and *Grb10* gene expression assays do not provide a direct comparison, but these data indicate that DDC_EXON1a and *Grb10* are not obviously present in the same cell types by visual inspection, therefore these genes are not likely to share tissue-specific regulatory elements.

**FIGURE 2:**
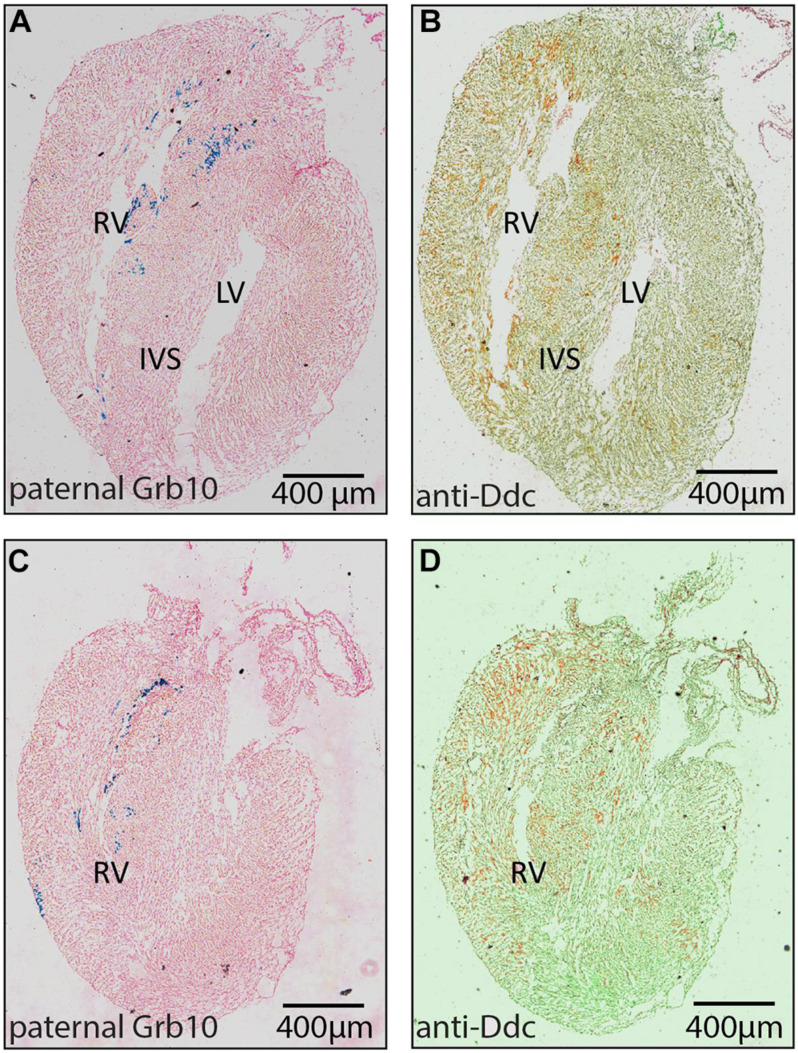
Analysis of paternal *Grb10* expression and DDC protein staining in E18.5 heart serial sections. **(A,B)** are serial sections in the sagittal plane showing the right ventricle (RV) and the left ventricle (LV). **(C,D)** are serial sections showing only the RV where DDC staining is most abundant. **(A,C)** are stained with X-gal to reveal paternal *Grb10* expression in blue from the lacZ reporter construct and the counterstaining is pink. **(B,D)** are stained for DDC protein using DAB (brown) via immunohistochemistry, counterstaining is pale green. DDC protein distribution is extensive compared to *Grb10* which is restricted to the inter ventricular septum (IVS). Minimum number of hearts examined = 3, maximum number = 6.

*Ddc_exon1a* expression was also examined in whole brain (Supplementary Figure 1), because a number of imprinted genes exhibit tissue-specific imprinting in the brain (Ferrón et al., 2011) and because of the known switch to paternal expression of *Grb10* in neuronal cells. The assay may, however, be limited because the glia present in whole brain tissue samples express *Grb10* reciprocally from the maternal allele, which could confound an allelic-specific assay of mixed cell types (Yamasaki-Ishizaki et al., 2007). Allele-specific assays measure the height of sequencing peaks from parental alleles and here indicate that *Ddc_exon1a* is expressed from both parental alleles in whole brain, and in some sub-regions including the pre-optic area of the hypothalamus, the cerebellum and the brain stem (Supplementary Figure 1) consistent with published studies (Gregg et al., 2010a,b; DeVeale et al., 2012). We therefore examined data from a single cell type to complement this analysis. Transcriptomic data analysis in neural stem cells from C57Bl/6J × JF1 hybrids (Bouschet et al., 2017) can be utilized to assay allele-specificity by counting the number of aligned sequencing reads originating from each parental allele using SNPs between the two mouse strains. In neural stem cells there is low expression of *Ddc*, but a slight paternal bias of expression is detected at a number of different SNPs (albeit in the common part of the gene with *Ddc* canonical) (Supplementary Figures 1C,D).

Antisense transcripts are involved in imprinted gene regulation at several well characterized loci (Sleutels et al., 2002; Redrup et al., 2009). The *AK006690* transcript at this locus is annotated as transcribed in the antisense direction to *Ddc_exon1a* and its expression was confirmed in newborn brain, heart and liver (data not shown). *AK006690* was assayed for allele-specific expression in heart and brain at E13.5, E16.5/E15.5 and newborn stages in mouse reciprocal hybrids. The transcript was found to be expressed from both parental alleles in brain and heart at E13.5 with a bias toward expression from the paternal allele in later stages of development in heart (Supplementary Figure 2). The observed allelic expression bias also can have a genetic cause, for example the influence of a nearby SNP on the amplification efficiency, but reciprocal hybrid assays suggest that the parental expression in heart at later stages is from the paternal allele (Supplementary Figure 2).

### Characterization of a *Ddc_exon1a* Deleted Mouse Model

*Ddc_exon1a* is expressed from the paternal allele in developing heart (Menheniott et al., 2008) therefore mice inheriting a null allele through the paternal line do not express *Ddc_exon1a* in this tissue. Four genotypes were assayed for expression; *Ddc^*WT*^, Ddc^*MAT*Δ^* (maternal deletion), *Ddc^*PAT*Δ^* (paternal deletion), and *Ddc^ΔΔ^* (deletion on both alleles). Quantitative PCR showed diminished expression in *Ddc^*PAT*Δ^* compared to *Ddc*^*WT*^ and *Ddc^*MAT*Δ^* embryos (Supplementary Figure 3). There is a minor contribution from the maternal allele in the *Ddc^*PAT*Δ^* genotype with the majority being derived from the paternal allele (Supplementary Figure 3), an observation that is consistent with imprinted gene expression (Horsthemke et al., 2011; Korostowski et al., 2011). DDC protein was not detected in *Ddc^ΔΔ^* animals (Supplementary Figure 3).

Morphological changes at key sites of cardiac *Ddc* expression, including the width of the IVS and the thickness of the compact layer at the apical region of the right ventricle were measured in the *Ddc^*PAT*Δ^* heart. An episcopic system (Rosenthal et al., 2004) was used to eliminate distortions associated with sectioning at E15.5 in hearts from *Ddc*^*WT*^ (*n* = 6), and *Ddc^*PAT*Δ^* (*n* = 3) animals which were all scored blind to the genotype. *Ddc^*PAT*Δ^* embryos had a thinner compact layer in the right ventricle compared to *Ddc*^*WT*^ by 0.019 μm (Figure 3). A Mann-Whitney test did not reveal a difference in these measurements at a significance level of 5 % (*p* = 0.0952) with the number of mice examined but does suggest the possibility of thinning in the mutants. Thinning of the RV compact layer in the three ablated three ablated embryos could be the result of several different mechanisms (decreased myocyte proliferation, increased myocyte apoptosis, decreased progenitor cell expansion in the secondary heart field, or altered endocardial myocardial interactions) and further mechanistic resolution would be useful but is beyond the scope of this study. No statistically significant differences between *Ddc*^*WT*^ and *Ddc^*PAT*Δ^* were observed for the septum thickness or overall embryo size measured by crown-rump length again measured blind to genotype.

**FIGURE 3:**
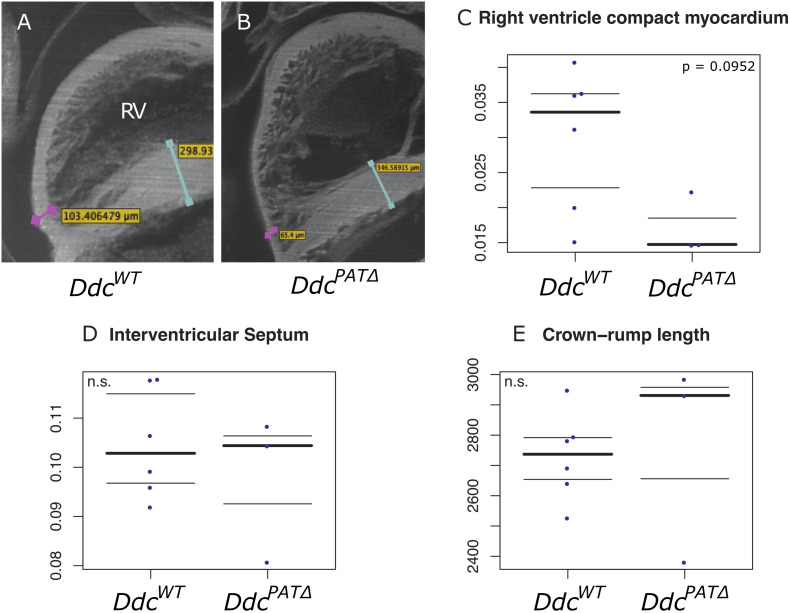
Morphological analysis of *Ddc* knockout hearts. Episcopic fluorescence image capture measurements of wildtype *Ddc*^*WT*^ and *Ddc^*PAT*Δ^* knockout E15.5 mouse heart regions using embedded, sequentially sectioned hearts built into a 3D model using the Velocity^TM^ software. Visualization of the 3D ventricles depicting where the measurements were made in **(A)** *Ddc*^*WT*^ and **(B)** *Ddc^*PAT*Δ^* embryos. The thickness of the right ventricle (RV) compact myocardium at the apical point parallel to the interventricular septum (IVS) is shown by the pink bar in **(A)** and pink bar in **(B)**. The IVS measured at the widest point is indicated by the turquoise bar in **(A)** and the turquoise bar in **(B)**. All measurements were adjusted to crown rump length to control for embryo size variation **(C–E)**. A thinning of the compact layer in the right ventricle is suggested **(C)** in knockout animal hearts compared to wild type with no change in the width of the IVS **(D)** or crown-rump length **(E)** but the total numbers of embryos studied was not sufficient to show statistical significance.

Expression microarrays were performed between *Ddc*^*WT*^ and Ddc*^ΔΔ^* mice and the major difference detected was the *Ddc* gene itself (Supplementary Table 1). 

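Hearts of embryos at E15.5 were hybridized to Illumina WG-6 mouse expression arrays, 1 array per heart, from 3 Ddc WT, 4 Ddc MATΔ, 4 Ddc PATΔ and 1 DdcΔΔ embryo. Ddc MATΔ embryos inherited the Ddc_exon1a deletion from the mother and Ddc PATΔ embryos from the father, whose allele is the one expressed in heart. The DdcΔΔ embryo carried it on both alleles, a genotype that the paper reports to be lethal and below Mendelian numbers. Effects of the loss outside the heart therefore cannot be told apart in the DdcΔΔ heart. Ddc, which encodes the enzyme that makes dopamine and serotonin from their precursors, separated the hearts by genotype: its probe ILMN_1260450 lay between 13.42 and 14.12 on the log2 scale in the 7 Ddc WT and Ddc MATΔ hearts and between 9.12 and 10.44 in the 5 Ddc PATΔ and DdcΔΔ hearts. Where the Ddc probes lie relative to the deleted exon is not given in the sources used here. The methods name Affymetrix arrays, whereas the legend of Supplementary Table 1 and the probe names are those of Illumina. The 12 arrays were on 2 slides of 6, and which heart was on which slide is not given in the sources used here. The values used here are the log2 signals of 45267 probes that the authors had background-corrected and normalized between arrays, with array medians from 5.61 to 5.62, a lowest value of 4.58 and a highest of 15.59. Over all probes, pairs of arrays had Pearson correlations of 0.983 to 0.993. The main axis of variation (first principal component, 16120 probes with a mean of 7 or more) held 27.1% of the variance and cut across genotypes. It was negative (-25.1 to -9.81) in Ddc WT replicate 1, Ddc MATΔ replicates 3 and 4, Ddc PATΔ replicates 1 and 2 and the DdcΔΔ heart. In the other hearts it was positive (10.8 to 24.8). Whether it follows the slides cannot be told. Each probe was fitted with limma, with genotype as a factor of 4 levels, and p-values were adjusted by Benjamini-Hochberg over all probes. In a simulated Ddc PATΔ against Ddc MATΔ comparison of 45267 probes, the fit recovered 49 of 70 probes changed by 1 on the log2 scale and 73 of 74 changed by 2, with 8 false calls. The simulated noise was independent between probes and the changed probes were drawn from all probes. In the same run 56 further probes were changed by 4, which makes the adjustment less strict. Simulated values could also fall below the lowest value on the arrays. Recovery in the real hearts may therefore be lower. In the real comparison Plin4, at 2.36, and Cyp17a1, at -1.35, had an adjusted p of 0.448 and 0.192 from limma. The number of arrays limits the precision. Of the probes, 34875 have 1 gene symbol in the platform annotation, 18 have several and 10374 are not listed there and stay unnamed. Gene groups were tested as 34 lists of 621 genes with camera at a preset correlation of 0.01. The lists were fixed before the data were examined but after Supplementary Table 1 had been read, and no list passed an adjusted p of 0.05 with an estimated correlation (smallest adjusted p = 0.186). All differences are given as deleted minus undeleted or Ddc PATΔ minus Ddc MATΔ, opposite in sign to Supplementary Table 1, which gives Ddc MATΔ minus Ddc PATΔ. Probes with a mean under 7, a bound chosen after the values were seen, are called dim.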

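In the DdcΔΔ heart, Ddc probe ILMN_2628647 read 8.45, against 13.36 ± 0.15 (SD, n = 3) in Ddc WT hearts, or 3.32% of the wild-type signal. Its log2 difference was -4.91 (standard error 0.25, adjusted p = 1.75e-05 from limma). Probe ILMN_1260450 differed by -4.75 (standard error 0.24, adjusted p = 1.75e-05) and ILMN_1229396 by -6.97 (standard error 0.49, adjusted p = 3.22e-04), the latter with a DdcΔΔ value of 4.86 that is near the lowest value on the arrays. Outside Ddc, 28 probes rose and 2 fell. Nudt6, which encodes a Nudix hydrolase, fell by 3.97 (adjusted p = 0.0025), while Actl6b, a neuronal subunit of a chromatin remodelling complex, rose by 2.12 and 1.32 at 2 of its 4 probes and the noncoding RNA Pantr1 rose by 2.04 (adjusted p = 0.0025). Stmn2, a tubulin-binding protein of neurons, was 2.91 higher, Gad1, which makes the transmitter GABA, 2.66, Ppp2r2b, a phosphatase subunit of neurons, 2.33, complement factor Hc 2.60, the glutathione transferase Gstp3 2.46, and Gfi1b, a regulator of red cell formation, 2.06. Other probes were not called for Actl6b (0.03 and 0.11), Stmn2 (-0.10), Nudt6 (-0.06), Ppp2r2b (-0.51), Gad1 (0.15, 0.50 and 1.98) and Gfi1b (2.99). At the called probes the Ddc WT means of Pantr1 (4.81), Gfi1b (4.88), Ppp2r2b (4.95), Gad1 (5.07), Gstp3 (5.18), Hc (5.35) and Actl6b (5.21 and 4.84) are near the lowest array value, so the sizes of these increases depend on the background. Genes of liver products moved furthest as a group: 19 of 20 were higher in the DdcΔΔ heart, with a median of 3.69, 16 of them past the test when adjusted over the list alone and 0 over all probes in limma (16 at an unadjusted p under 0.05). The camera test of this list gave an adjusted p of 1.64e-19, and an adjusted p = 0.383 with an estimated correlation. Of its genes, 8 are in Supplementary Table 1. The liver genes did not follow genotype heart by heart. Relative to all 12 hearts, their mean was 0.60 and 0.11 in Ddc MATΔ replicates 3 and 4. It was -1.30 in Ddc PATΔ replicate 3, against 1.18 to 1.60 in the other Ddc PATΔ hearts. Liver tissue carried along in dissection was not excluded. With 1 DdcΔΔ array, which limma assumes to vary like the other groups, an exact permutation test cannot give a p under 0.25. The 33 calls became 15 without Ddc WT replicate 1, 16 without Ddc WT replicate 2, 16 without Ddc WT replicate 3 and 73 without Ddc PATΔ replicate 3, and they became 5 with a replicate block and 109 with a trended and robust variance. Leaving out dim probes or adding the liver covariate, both chosen after the values were seen, gave 5 each. Stmn2 was lost with dim probes left out (adjusted p = 0.0853). Nudt6, Pantr1 and the first Actl6b probe passed with each heart left out. The others were lost without Ddc WT replicate 3 (adjusted p = 0.152 for Gad1, 0.153 for Gstp3, 0.0612 for Hc and Stmn2, 0.0645 for Gfi1b, Ppp2r2b and the second Actl6b probe), all but Hc without Ddc WT replicate 2 (0.143 for Gad1, Gstp3 and Stmn2, 0.0524 for the rest), all but Ppp2r2b without Ddc WT replicate 1 (0.0783 for Gad1, 0.0795 for Gstp3, 0.112 for Stmn2, 0.0512 for the rest), and Stmn2, Gad1 and Gstp3 also without Ddc MATΔ replicate 1 (0.0908, 0.0908, 0.0984), 3 (0.0913, 0.0897, 0.0914) or 4 (0.0921, 0.0832, 0.0642), without Ddc PATΔ replicate 1 (0.0711, 0.0703, 0.0703) or 2 (0.0935, 0.0723, 0.0573), and Gstp3 without Ddc PATΔ replicate 4 (0.0633).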

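With Ddc WT and Ddc MATΔ hearts combined as controls (n = 7) and Ddc PATΔ and DdcΔΔ hearts combined as ablated (n = 5), Ddc fell, with log2 differences of -5.56 (standard error 0.33) at ILMN_1229396, -3.66 (0.22) at ILMN_1260450 and -4.00 (0.19) at ILMN_2628647. The adjusted p from limma was 5.41e-06, 5.41e-06 and 1.05e-06, and every ablated heart lay below every control heart (exact permutation p = 0.0013, the smallest that 792 splits allow). Genes of liver products differed most among the other groups: all 20 measured were higher in ablated hearts, with a median of 1.91, 16 of them past the test when adjusted over the list alone and 0 over all probes in limma (16 at an unadjusted p under 0.05). Among single genes past an unadjusted p of 0.01 and a log2 difference of 0.4, the largest increases were those of Serpina1b (3.50), Apoa1 (3.37), Apoa2 (3.33), Serpina1d (3.27) and Fga (3.19), which encode protease inhibitors, apolipoproteins and fibrinogen of blood plasma. In 5 of the 7 controls Serpina1d (4.81 to 5.49) and Fga (4.79 to 5.41) read near the lowest array value, as did Serpina1b in 4 (4.86 to 5.05), and Apoa1 read 5.00 to 5.75 in 5, so the sizes and the order of these increases depend on the background. The largest decreases outside Ddc were those of the guidance ligand Slit2 (-1.20), the steroid hydroxylase Cyp17a1 (-1.06), the receptor Pilra (-0.89), although it read 8.77 in the DdcΔΔ heart, within the range of Ddc MATΔ hearts (8.65 to 9.24), and the endothelin receptor Ednrb (-0.89). Neutrophil genes were higher in 16 of 17 cases, with a median of 0.68 and 7 past the test when adjusted over the list alone, and genes of definitive red cells in 15 of 17, with a median of 0.59 (0.39 without the DdcΔΔ heart) and 5 past it. Limma called 0 of either over all probes (10 and 8 at an unadjusted p under 0.05). The camera adjusted p of the liver, neutrophil and red cell lists was 5.46e-22, 1.04e-12 and 8.92e-10, and adjusted p = 0.186 with an estimated correlation for each. Of their genes, 8, 2 and 6 are in Supplementary Table 1. The liver protein gene Afp read 10.49 or more in 6 hearts (Ddc MATΔ replicates 3 and 4, Ddc PATΔ replicates 1, 2 and 4, and DdcΔΔ) and 6.23 or less in the other 6. Of all 45267 probes, 4 passed an adjusted p of 0.05: the Ddc probes and ILMN_1240922, a dim probe whose listed name is not a gene symbol, at 6.58 ± 0.56 (SD, n = 5) in ablated and 5.05 ± 0.15 (SD, n = 7) in control hearts (adjusted p = 0.0393 from limma). The criterion of an unadjusted p of 0.01 with a log2 difference of 0.4 took 318 probes, 174 higher and 144 lower, of which 54.1% are dim. In the fit of 4 levels the same comparison had 24 called probes, 485 past the criterion and 3 lists in place of 4, 318 and 9. The call of ILMN_1240922 was lost without Ddc WT replicate 1 (adjusted p = 0.131), 2 (0.0739) or 3 (0.0797), without Ddc MATΔ replicate 1 (0.110), 2 (0.114), 3 (0.148) or 4 (0.149), without Ddc PATΔ replicate 2 (0.100), without the DdcΔΔ heart (0.152), with array weights (0.0538), with Xist in the model (0.0606) and in the fit of 4 levels (0.0917). Leaving out Ddc PATΔ replicate 3 gave 19 called probes and leaving out Ddc WT replicate 3 gave 540 past the criterion. Of the 9 genes, Cyp17a1 and Ednrb kept the criterion with each heart left out, Apoa2 lost it without Ddc PATΔ replicate 1 or the DdcΔΔ heart, Serpina1d without those or Ddc PATΔ replicate 4, Pilra without Ddc PATΔ replicate 2 or 3, Serpina1b, Apoa1 and Fga without any heart but Ddc MATΔ replicate 3, Ddc MATΔ replicate 4 or Ddc PATΔ replicate 3, and Slit2 without any but Ddc WT replicate 3, Ddc MATΔ replicate 3, Ddc MATΔ replicate 4 or Ddc PATΔ replicate 1.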

The modest impact on the transcriptome might be because the samples were heterogeneous or because the *Ddc*^*WT*^ and *Ddc^*MAT*Δ^* were combined as were the *Ddc^*PAT*Δ^ and* Ddc*^ΔΔ^*. Perturbations in molecular pathways could explain associated phenotypes and the ontology analysis (Supplementary Table 1) supports a role for DDC in cardiomyocyte growth and proliferation.

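Between Ddc PATΔ and Ddc MATΔ hearts, genes of cell division did not pass as a group in camera: of 38 measured, 15 were higher and 23 lower in Ddc PATΔ hearts, with a median log2 difference of -0.08. Their members with the smallest p were the DNA replication factor Mcm3 (-0.69, standard error 0.18), the cell cycle kinase Cdk4 (-0.36, 0.10) and its downstream cyclin Ccne1 (-0.44, 0.13), each at an unadjusted p under 0.01. Of 28 genes of growth signalling and heart transcription factors, 18 were lower, with a median of -0.08. Vgll4, a partner of TEAD factors, differed by -0.56, the growth factor receptor Fgfr2 by -0.49, Yap1, the effector of Hippo signalling, by -0.35 and the ligand Bmp4 by -0.55. Genes of the sarcomere and of calcium handling were higher in 19 of 29 cases, with a median of 0.05 (0.02 without Ddc MATΔ replicate 2, 0.07 without Ddc MATΔ replicate 1). The sarcomere protein Mypn was 0.79 higher, the calcium release channel Ryr2 0.36 and the calcium store protein Casq2 0.48. Second heart field genes were lower in 10 of 14 cases, with a median of -0.17, among them the ligand Wnt5a (-0.81) and the transcription factor Foxc1 (-0.58). These medians are smaller in size than those of the epicardial, fibroblast, cartilage, liver, neutrophil and definitive red cell lists in the same comparison. The camera adjusted p was 0.0740 for cell division, 0.0329 for growth signals, 0.0281 for the sarcomere list and 0.0118 for the second heart field list. With an estimated correlation the adjusted p was 0.565, 0.247, 0.229 and 0.207 in the same order. In limma, 0 members of these lists passed over all probes (1 higher and 5 lower, 0 and 4, 5 and 1, and 0 and 4 at an unadjusted p under 0.05). When adjusted over the list alone, 2 sarcomere genes were higher and 1 second heart field gene lower. Supplementary Table 1 holds 2, 3, 6 and 2 of their genes. The growth signal list lost its call without Ddc MATΔ replicate 2 (adjusted p = 0.109), without Ddc PATΔ replicate 3 (median -0.05, 0.188) and with Xist in the model (0.0742), the second heart field list without Ddc PATΔ replicate 3 (median -0.10, 0.0667), and the sarcomere list without Ddc MATΔ replicate 1 (0.0505) or Ddc PATΔ replicate 2 (0.0632), 3 (0.0631) or 4 (0.0683). Against Ddc WT hearts, cell division genes were higher in Ddc PATΔ hearts in 23 of 38 cases (median 0.04, camera adjusted p = 0.226). In Ddc MATΔ hearts they were higher than in Ddc WT hearts in 28 of 38 (median 0.12, 0.0013, and 0.550 with an estimated correlation). The latter call was lost without Ddc WT replicate 2 (0.143). The lean to lower values in Ddc PATΔ hearts was thus relative to Ddc MATΔ hearts and was not seen against Ddc WT hearts. From the ontology analysis in Supplementary Table 1, the paper reads support for a role of DDC in the growth and proliferation of cardiomyocytes, and says that changes in molecular pathways could explain the phenotypes.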

### Imprinted Expression of *DDC_EXON1A* in Human Heart Tissues

The organization of the *Ddc/Grb10* locus is conserved between mouse and human where it is located on Chromosome 7 in the human genome (Hitchins et al., 2002). Studies have shown that *DDC* is expressed from both parental alleles in several tissues from six human fetuses (Hitchins et al., 2002) but heart had not been assayed. We sequenced for SNPs in 25 human fetal hearts to test for monoallelic and parent-of-origin-specific expression of *DDC_EXON1A*. A SNP was present in three informative samples, two displayed mono-allelic expression (Figures 4A,B), the third showed a biased expression (Figure 4C). A further 15 fetal heart samples were collected with matched maternal genomic DNA and these were sequenced for SNPs. A SNP was found in two informative samples, sample 11,886 showed biased expression from the paternal allele (Figure 4D) and 11,908 showed paternal expression (Figure 4E). Polymorphic imprinting patterns are consistent with findings at other human imprinted loci such as *IGF2* (Giannoukakis et al., 1996) where inter-individual variation in parental allele-specific expression/imprinting has been documented as well as more broadly at other imprinted loci across the genome (Zink et al., 2018).

**FIGURE 4:**
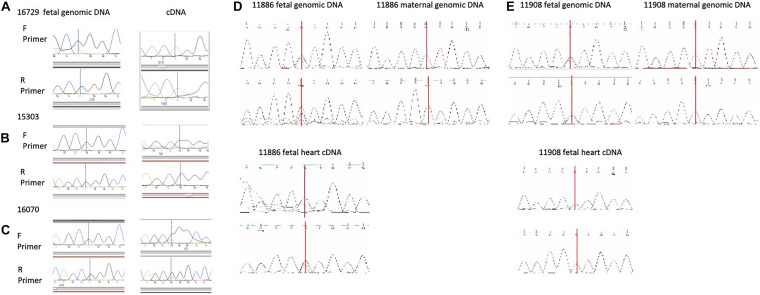
**(A,B)** Human fetal heart allele-specific assays, informative samples from 25 hearts collected from a tissue bank. Individuals in **(A,B)** are mono allelic (one peak across the SNP) and the individual in **(C)** presented with a biallelic pattern of expression (2 peaks across the SNP). SNPs annotated in the UCSC genome browser were identified in these individuals by sequencing genomic (g)DNA in the forward (F) and reverse (R) directions but allelic origin could not be assigned without parental samples. The SNP is indicated by a vertical line. **(D,E)** Human fetal heart allele-specific assays, informative samples from 15 individual hearts with both fetal and maternal DNA samples. SNPs annotated in the UCSC genome browser were identified by sequencing with flanking primers in gDNA from the mother (single peak) and fetus (double peak) in the upper panels. Allele-specific assays amplifying and sequencing cDNA from fetal heart RNA are in the lower panels. Sample 11,886 has both peaks indicating expression from the maternal and paternal alleles whereas mono-allelic paternal expression of DDC_EXON1A is detected in 11,908.

## Discussion

### *Ddc_exon1a* Imprinted Expression

*Ddc_exon1a* is paternally expressed in the developing mouse heart. Immunostaining of sectioned mouse hearts reveals strong signal in the region of the secondary heart field where progenitor cells go on to form the distal parts of the outflow tract and arterial trunks, right ventricle and interventricular system. Abnormal development in any of these components of cardiac development can result in congenital heart disease (Chaudhry et al., 2014; Kelly et al., 2014) and the importance of right ventricular abnormalities in the pathology of cardiovascular disease in the adult has recently been an intense are of investigation (Amsallem et al., 2018).

As is typical for imprinted genes, *Ddc_exon1a* exists in an imprinting cluster, sharing an imprinting control region (ICR) with the *Grb10* gene. The deletion of the ICR on the paternal allele in mouse heart results in the silencing of the active paternal *Ddc_exon1a* allele indicating that imprinted *Ddc_exon1a* expression in heart is governed by the ICR via a *cis*-acting mechanism. Deletion of the maternally inherited ICR does not alter expression of *Ddc_exon1a* in heart (Shiura et al., 2009) because the maternal allele is normally epigenetically silenced. Investigating the tissue distribution of *Ddc_exon1a* and *Grb10* is an important step for examining the regulatory relationship between these two clustered genes. Given that *Ddc_exon1a* is highly tissue-specific in its expression, the spatial distribution of these genes was examined in the developing heart and appeared to be non-overlapping. Paternal *Grb10* gene expression and DDC protein localization (Figure 2) suggests that paternal *Ddc_exon1a* and paternal *Grb10* imprinted gene expression is not coupled in the heart.

*Grb10* is also oppositely imprinted (paternally expressed) in the brain compared to most other tissues and this suggested that brain could also be a useful tissue in which to examine the imprinted expression of *Ddc_exon1a* for the identification of tissue-specific imprinting mechanisms. However, *Ddc_exon1a* is not imprinted in the brain of neonatal mice (Supplementary Figure 2) implying that the epigenetic control of *Ddc_exon1a* imprinting is unlikely to be co-ordinated with *Grb10* in brain, although paternal expression was reported in NSCs. The ICR seems only to influence tissue-specific imprinting of *Ddc_exon1a* in the heart. It is possible that at the individual cell type level, *Ddc_exon1a* could be imprinted in brain because *Grb10* exhibits imprinting in neurons, but the signal is masked by the maternal expression of *Grb10* in glia (Yamasaki-Ishizaki et al., 2007) and so there could be some cell-specific expression co-ordination (Tucci et al., 2019).

Antisense transcripts are involved in imprinted gene regulation at several well characterized loci (Sleutels et al., 2002). If the *AK006690* transcript was involved in the mechanism of imprinting at *Ddc_exon1a*, it would be predicted to be maternally expressed in heart based on imprinting mechanisms at other loci. However, we detected biallelic (at E15.5) or paternally biased expression (E16.5 and nb) which discounts an obvious mechanistic role for *AK006690* in the imprinting of *Ddc_exon1a*.

### DDC Function in Heart

Homozygous null mice for *Ddc* die late in prenatal development (Eppig et al., 2012), likely due to a lack of neurotransmitter synthesis in the brain and CNS. However, mice harboring a deletion of the *Ddc_exon1a* allele inherited through the paternal line only (*Ddc^*Pat*Δ^*, are knockouts for *Ddc* in heart due to its imprinted status and the expression pattern of the *Ddc_Exon1A* isoform. In the small number of animals studied, compared to the wildtype littermates, *Ddc^*PAT*Δ^* mice tend to have right ventricular hypoplasia of the myocardium at the region that exhibits the most abundant *Ddc* expression at E15.5 (Figure 3 and Supplementary Figure 3) pointing to a role for DDC in myocardial growth. *Ddc* is expressed mainly in the myocardium of the right ventricle and IVS. These structures are derived from the secondary heart field (SHF) population of myocardial progenitors (Kelly, 2012) further delineating the SHF as a unique myocardial population distinct from the first heart field (FHF) and suggesting that *Ddc* plays a role in SHF ontogeny.

Gene expression differences between *Ddc^*PAT*Δ^* and Ddc^*WT*^ hearts were found at *Ddc* itself, with only modest differences of other genes (Supplementary Table 1). 

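In Ddc PATΔ against Ddc WT hearts, Ddc fell, with log2 differences of -5.67 (standard error 0.32) at ILMN_1229396, -3.50 (0.16) at ILMN_1260450 and -3.96 (0.16) at ILMN_2628647 (adjusted p = 3.72e-05, 5.43e-06 and 4.09e-06 from limma, and exact permutation p = 0.0286, the smallest that 35 splits of 4 against 3 hearts allow). Genes of the epicardium, the outer cell layer of the heart, were lower in 11 of 14 cases, with a median of -0.51. Upk1b and Upk3b, uroplakins of the mesothelium, differed by -1.08 and -0.89, the mesothelial protein Lrrn4 by -1.16 and Tcf21, a transcription factor of epicardial cells and fibroblasts, by -0.46. Of the members, 6 were lower when adjusted over the list alone. In the single DdcΔΔ heart 7 of these 14 genes were higher and 7 lower than in Ddc WT hearts, with a median of 0.11 (camera adjusted p = 0.600). The sexes were not balanced. The female transcript Xist read 13.03 or more in all 3 Ddc WT hearts but 4.75 and 5.13 in Ddc PATΔ replicates 1 and 3. There the epicardial list mean was -0.27 and -0.64, against -0.09 and -0.15 in the other Ddc PATΔ hearts, all below the Ddc WT hearts. In Ddc MATΔ replicate 3, where Xist read 5.99, the epicardial mean was 0.20. Liver genes were higher in Ddc PATΔ than in Ddc WT hearts in 19 of 20 cases, with a median of 1.82 and 2 past the test when adjusted over the list alone, and neutrophil genes in 17 of 17, with a median of 0.65. Grb10, the imprinted neighbour of Ddc, read 15.32 in Ddc PATΔ and 15.30 in Ddc WT hearts, and Nppa, which encodes atrial natriuretic factor, differed by 0.02. Both lie close to the highest value on the arrays, where differences are compressed. Outside Ddc, limma called 0 probes, against 793 higher and 984 lower at an unadjusted p under 0.05, and the criterion of p 0.01 with a log2 difference of 0.4 took 126 higher and 152 lower probes, 66.9% of them dim. No member of the 3 lists passed over all probes (8 epicardial genes lower, 11 liver and 8 neutrophil genes higher at an unadjusted p under 0.05). The camera adjusted p was 1.94e-06 for the epicardium, 7.31e-17 for liver and 2.45e-10 for neutrophils, with an adjusted p = 0.274 with an estimated correlation for each. Called probes numbered 7 without Ddc WT replicate 3, 5 without Ddc PATΔ replicate 1 and 6 without Ddc PATΔ replicate 3, and those past the criterion 575 without Ddc WT replicate 3 and 495 without Ddc WT replicate 1.

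**Figure D1:**
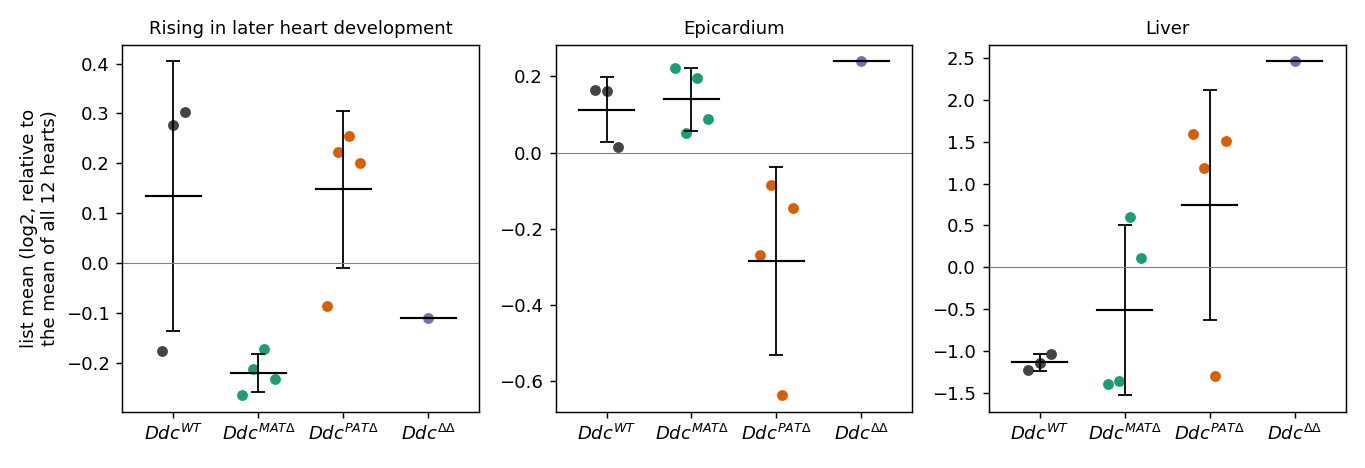
Mean log2 signal of the genes of 3 lists in each heart, relative to the mean of all 12 hearts, by genotype; points are hearts, horizontal bars group means and error bars SD (DdcΔΔ has 1 heart and no error bar). Epicardial genes lie between -0.64 and -0.09 in the 4 Ddc PATΔ hearts and between 0.01 and 0.16 in the 3 Ddc WT hearts, and liver genes at -1.30 in Ddc PATΔ replicate 3 but between 1.18 and 1.60 in the other Ddc PATΔ hearts.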

DDC may not therefore function to directly mediate gene expression in the heart, but instead results in biochemical changes that influence local gene expression via feedback mechanisms. Of note, *Ddc* expression is not ubiquitous throughout the heart and is not expressed in all ventricular myocytes. There is also no detectable expression in other cardiac cell populations such as the endocardium or epicardium. This heterogeneity of expression, with expression limited to the septum and apical portion of the RV may mask changes in gene expression in *Ddc^*PAT*Δ^* cells when pooled in bulk cell analyses such as microarrays with cell populations not affected by alterations in *Ddc* expression. Further evaluation of the impact of DDC deletion will require single cell transcriptomic analysis.

### Human *DDC_EXON1A* Imprinting

*DDC_EXON1A* displays polymorphic monoallelic expression in the developing human heart, and where there is monoallelic expression, this is from the paternal allele as observed in the mouse. The NHGRI-EBI Catalog of published genome-wide association studies does not currently report mutations in DDC that relate to heart development or cardiomyopathy. However, hypermethylation of the GRB10 ICR in peripheral blood samples has recently been associated with congenital heart disease (Chang et al., 2021). The complex pattern of tissue-specific imprinted expression at this locus suggests it may warrant special consideration in genetic studies because *Ddc_exon1a* ablation has a mild effect on the developing heart and with a small effect size there could be moderately widespread ablation of this exon in human populations that presents a suitable genetic background for other mutations to cause developmental abnormalities.

In summary, *Ddc_exon1a* is a heart-specific imprinted isoform expressed from the paternally inherited allele regulated by differential DNA methylation at an ICR in the adjacent *Grb10* gene but not by the expression of *Grb10* itself. When ablated via gene knock-out in the heart, morphological changes are detected in small numbers of embryos. It is important to note that RV function was not assessed and it is reasonable to suspect that abnormal RV function might contribute to the late embryonic lethality observed in *Ddc* mutants. In humans, *DDC_EXON1A* gene expression has a paternal bias and is polymorphically imprinted, a finding common among imprinted genes in humans (Monk et al., 2006).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The microaray data have been deposited in GEO, accession number GSE87595.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Joint Research Ethics Committee of London, Camberwell St Giles, project ID 53717. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the *Ddc* knockout model generation [DdcGt(OST129277)Lex] [B6;129S5-DdcGt(neo)420Lex, ID# 11693–UCD] was carried out by Lexicon Genetics Inc., United States and breeding, genotyping and tissue acquisition by the UC Davis mouse biology program. Only frozen tissues were shipped out to the laboratory. Work involving *Grb10* animals was approved by the University of Bath Animal Welfare and Ethical Review Body and carried out under UK Home Office license (PPL 30/2839).

## Author Contributions

AP conducted experiments, interpreted data and contributed to writing the manuscript. SA, MF, MC, WP, MS, and BM conducted the experiments. MI collected human tissue samples. BM, NB, and RS designed and performed data analyses. MM-S and AW provided and collected *Grb10* transgenic tissue samples. HB conceived the EFIC analysis and provided EFIC facilities, supervised AP, and interpreted the heart sections and EFIC data. RO conceived and supervised the project, interpreted the data, and wrote the manuscript with AP. All authors contributed to the critical reading and editing of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.informatics.jax.org/external/ko/lexicon/2095.html

2 http://www.hdbr.org

# Supplementary material for: Imprinted Gene Expression and Function of the Dopa Decarboxylase Gene in the Developing Heart
**Source:** Front Cell Dev Biol. 2021 Jun 22;9:676543. doi: 10.3389/fcell.2021.676543
**Supplement:** Supplementary file 1

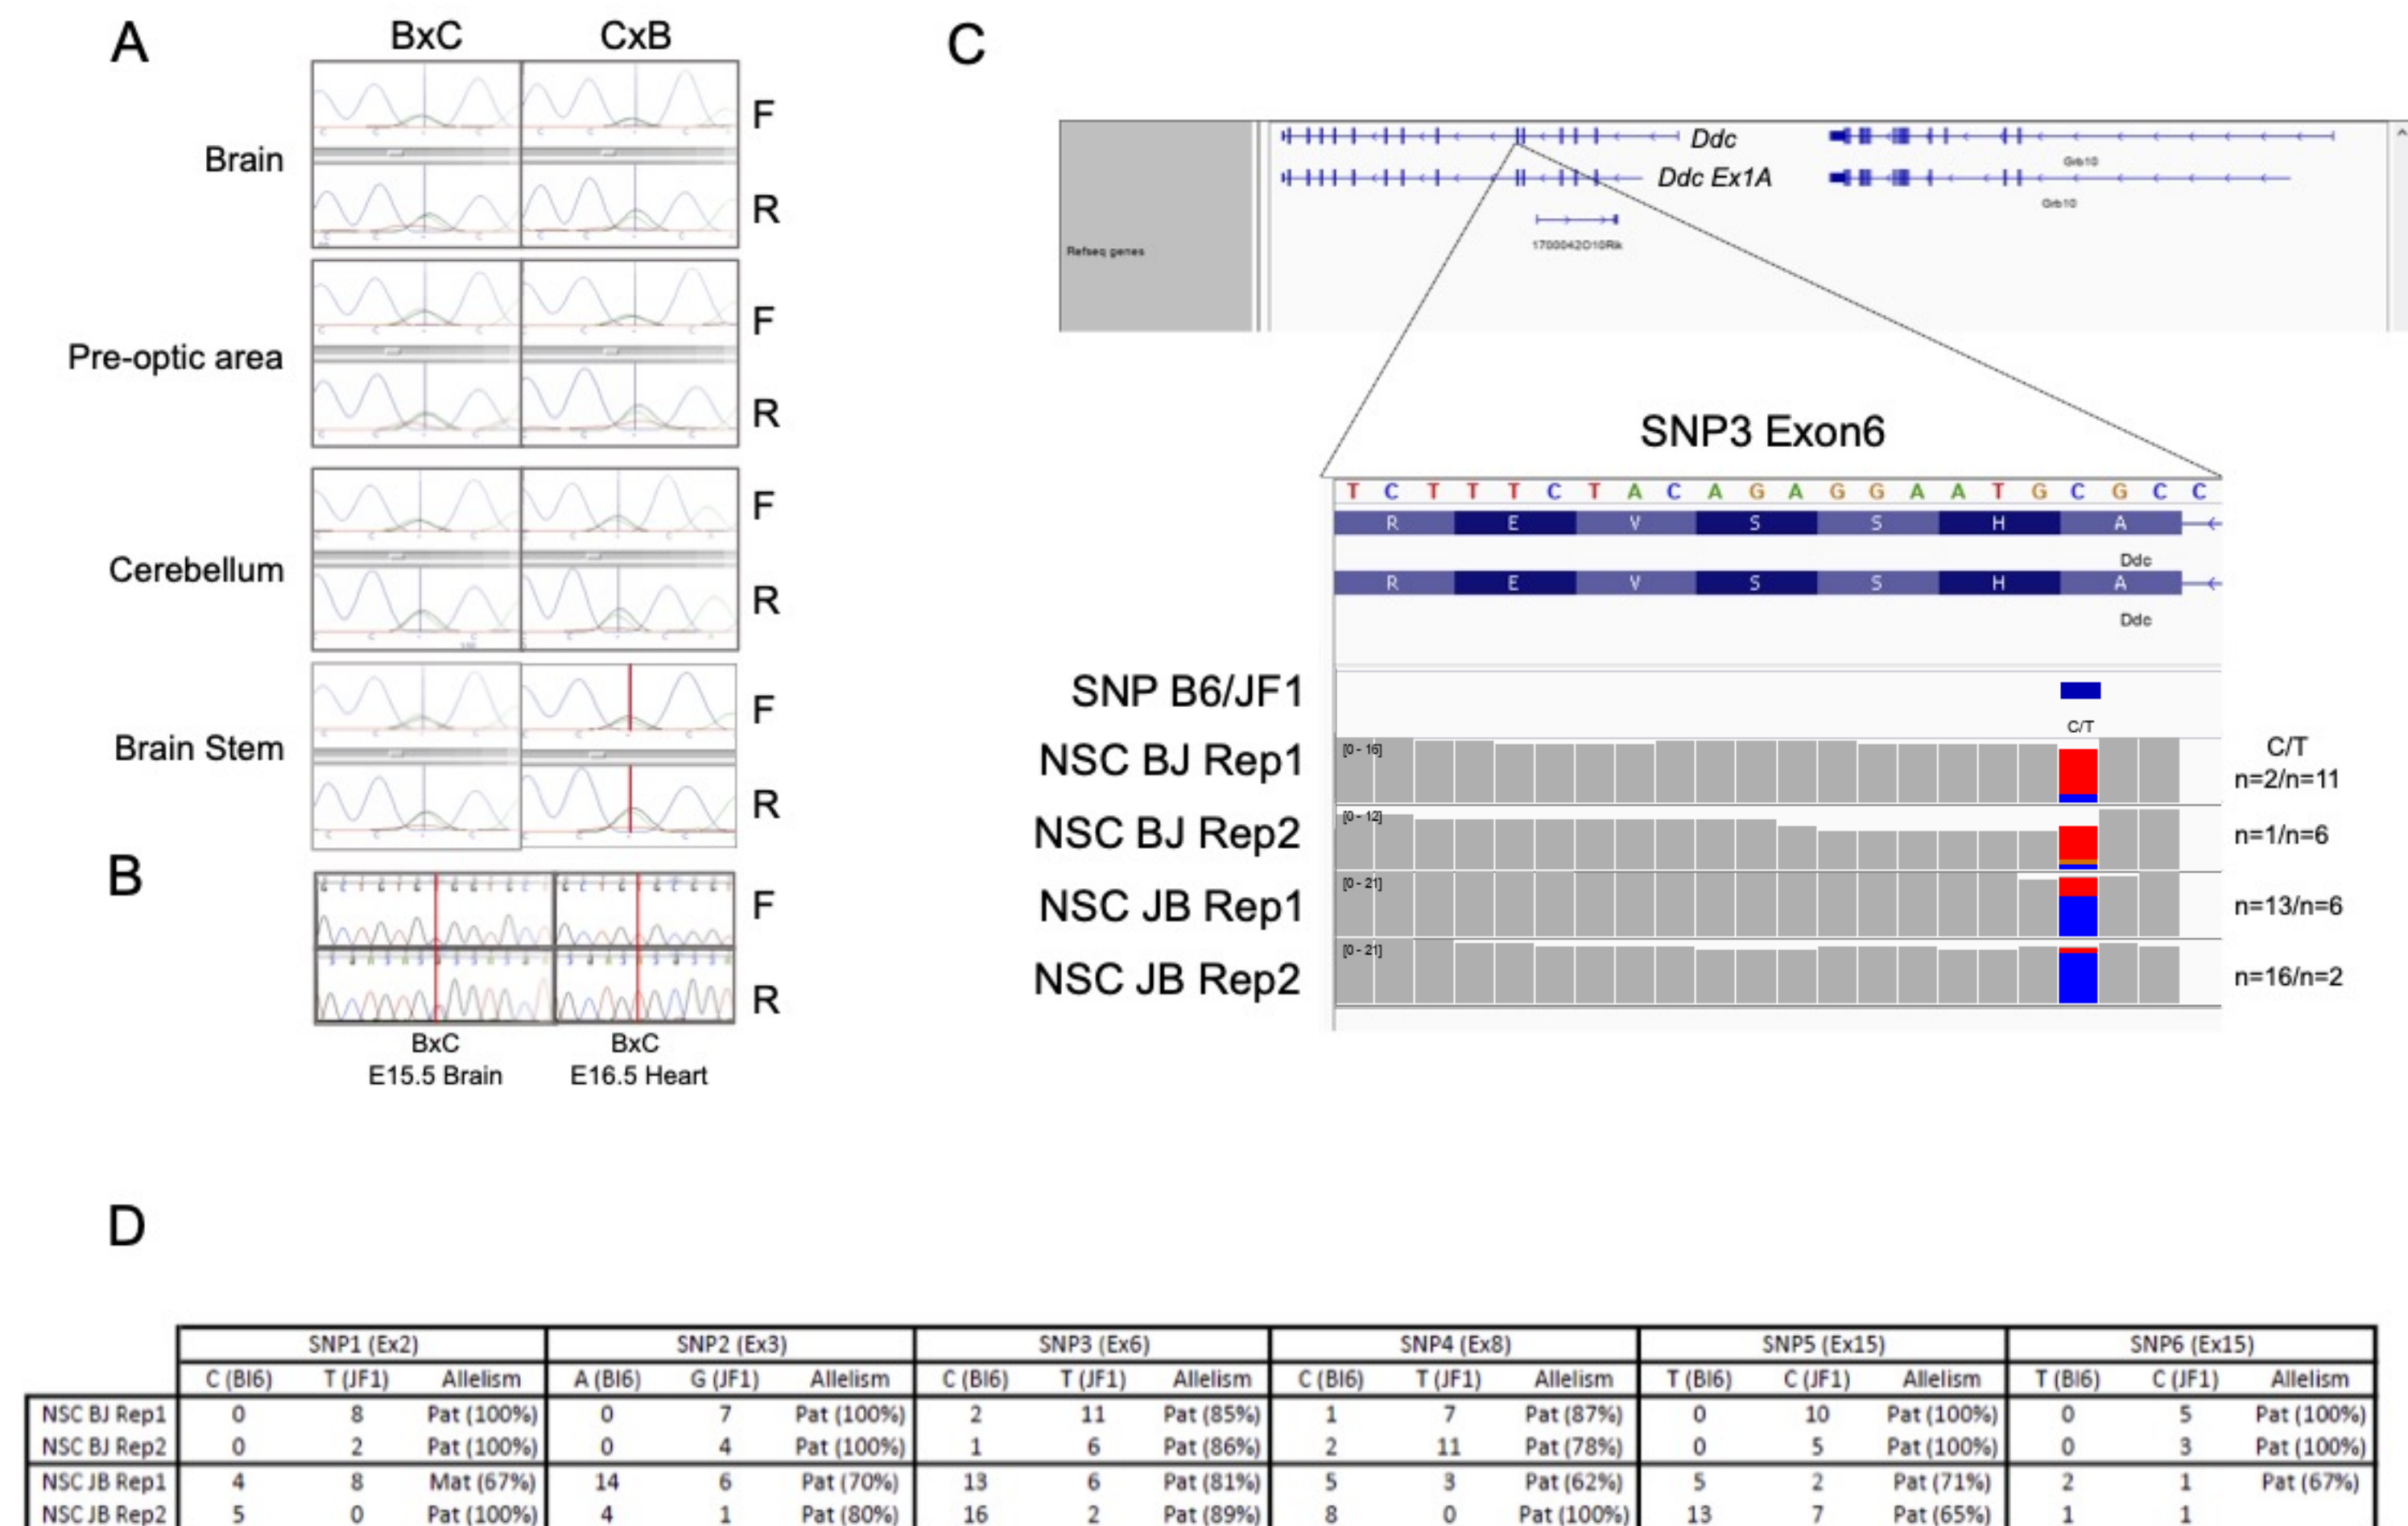

Supplementary Figure 1

Allele-specific assays of brain regions, brain and heart to detect parent-of-origin-specific gene expression of *Ddc_exon1a*. RNA from the brain regions indicated (A), from six-week-old mice from reciprocal crosses (BxC indicates the maternal allele is from C57Bl6 and the paternal from *Mus mus castaneus*, and vice versa for CxB). RT-PCR and Sanger sequencing over regions with known SNPs between strains was used to confirm the imprinting status in the embryonic stage in brain (B) shows BxC E15.5 brain and BxC E16.5 heart. The red vertical bars indicate the SNPs between strains and in brain regions from neonates and E15.5 brain, both alleles are present in roughly equal proportions indicating biallelic expression compared to E16.5 heart where only the single paternally expressed, (imprinted) allele is present. (C) Screenshot from the IGV genome browser (mouse mm9 genome) with the different isoforms found at the locus. A zoom in on one of the SNPs found between C57Bl6 and JF1 strain in *Ddc* shows the number of reads carrying one allele or the other (T in red, C in blue or grey). Two replicates from reciprocal crosses in neural stem cells (NSC) are shown. (D) Summary tables for the six different SNP localised inside *Ddc* transcripts. The allele with the highest number of reads shows a bias toward the paternal allele in neural stem cells.

# Supplementary material for: Imprinted Gene Expression and Function of the Dopa Decarboxylase Gene in the Developing Heart
**Source:** Front Cell Dev Biol. 2021 Jun 22;9:676543. doi: 10.3389/fcell.2021.676543
**Supplement:** Supplementary file 2

Ddc

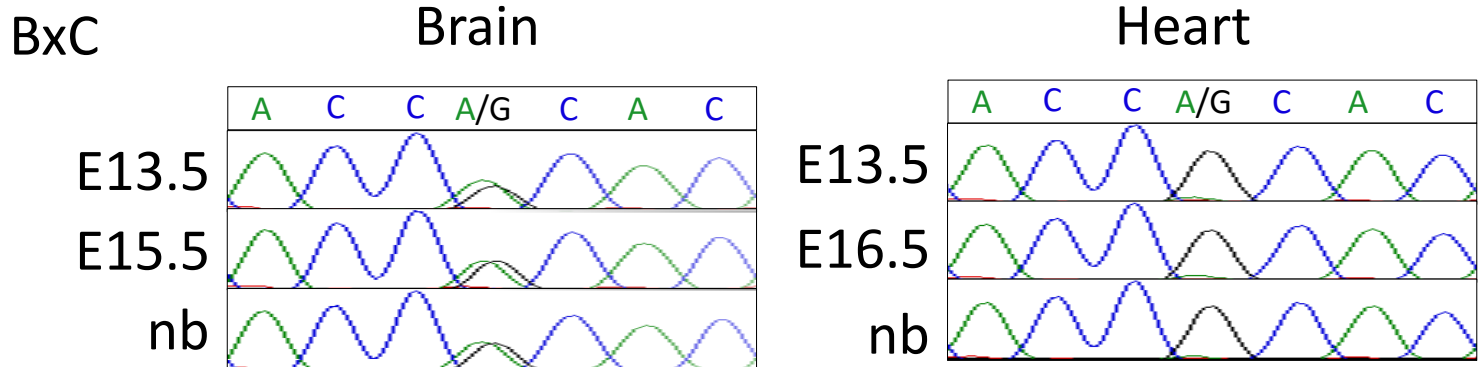

AK006690

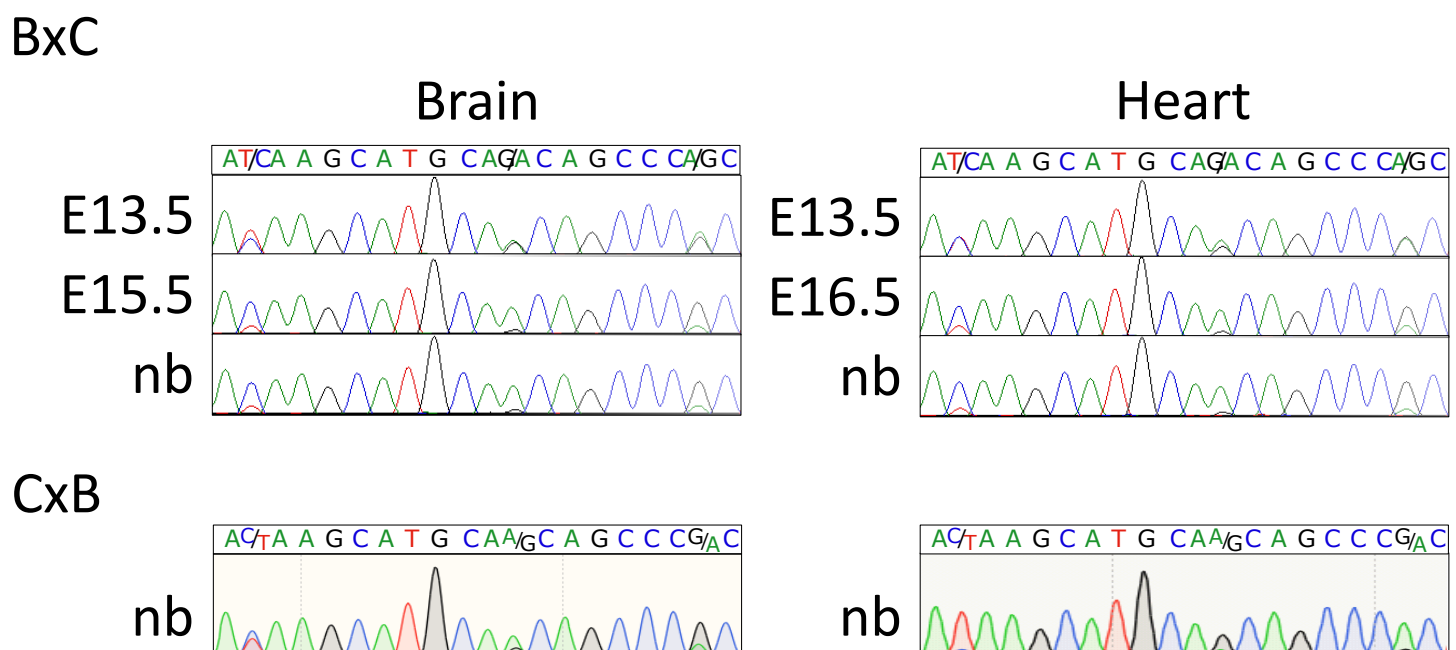

Supplementary Figure2

Allele specific assays of *Ddc* in e13.5, e15.5 and newborn (nb) BxC brain show biallelic expression (2 peaks at the SNP) whereas in heart at e13.5, e16.5 and nb, paternal expression is revealed by a single peak at the SNP. The AK006690 antisense transcript assay illustrates three inter-sub specific SNPs indicated by the backslash between 2 bases). In brain and heart, the transcript is biallelic at E13.5. At the later stages of E15.5 and newborn brain and E16.5 and newborn heart, a paternal bias in expression is detected. In the reciprocal CxB assay in brain, two of the SNPs are biallelic and one has a slight bias suggesting that there is no strong imprinting in brain. In the CxB reciprocal nb heart, there is a swap over of the parental origin of the expressed allele compared to BxC supporting a parental-specific expression bias in this tissue. B= C57Bl6 strain, C= Mus castaneus strain.

# Supplementary material for: Imprinted Gene Expression and Function of the Dopa Decarboxylase Gene in the Developing Heart
**Source:** Front Cell Dev Biol. 2021 Jun 22;9:676543. doi: 10.3389/fcell.2021.676543
**Supplement:** Supplementary file 3

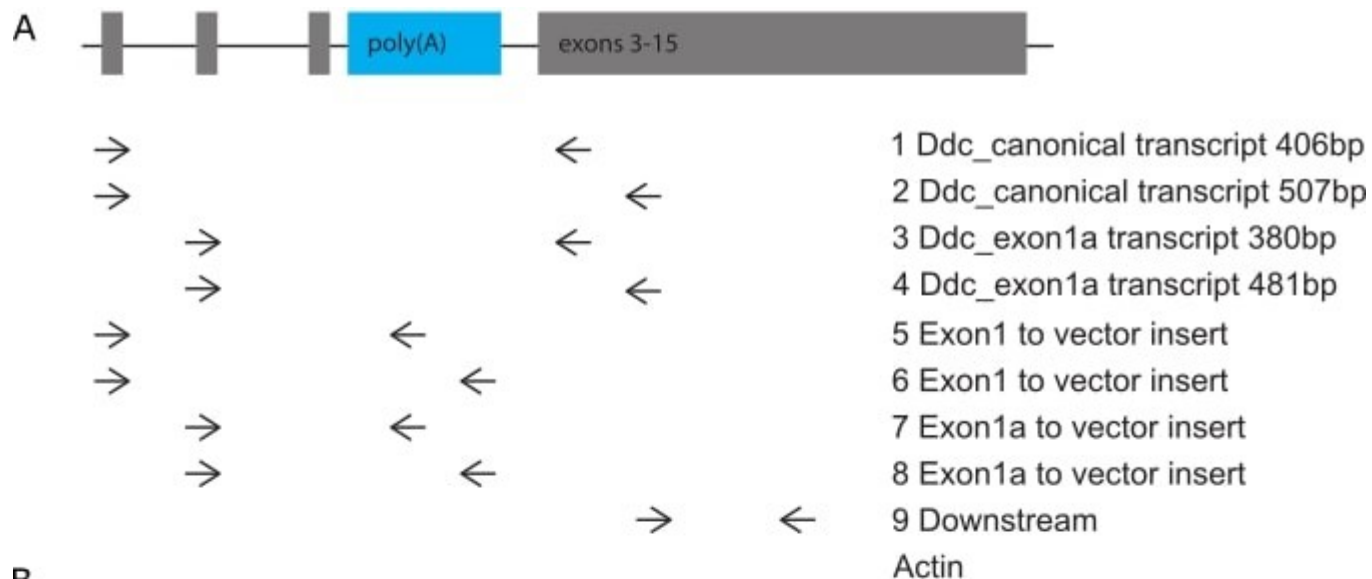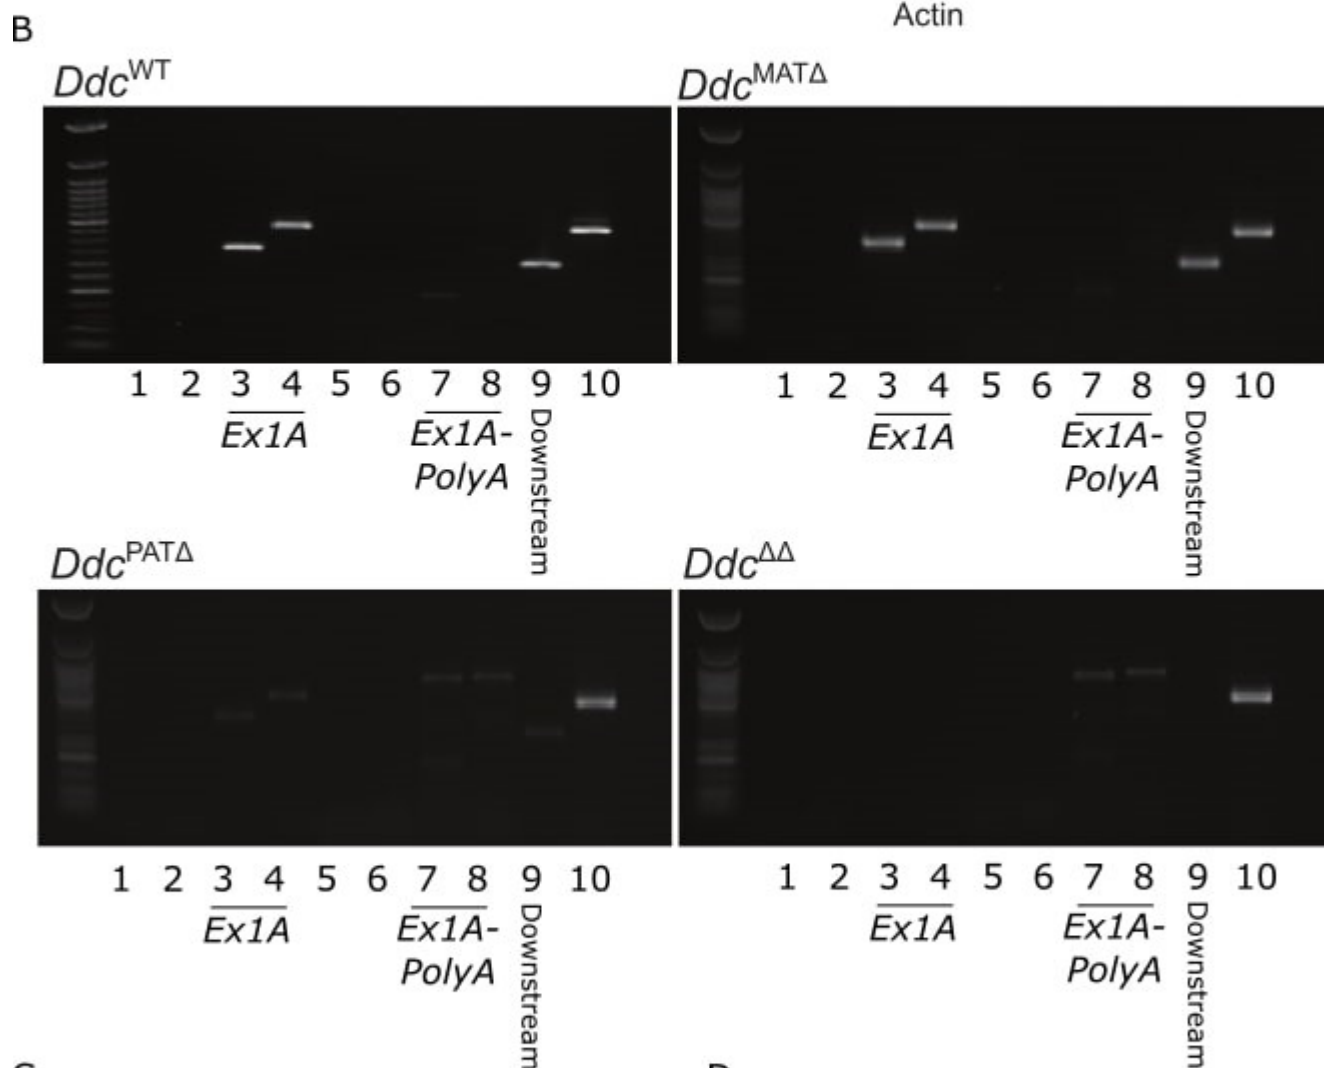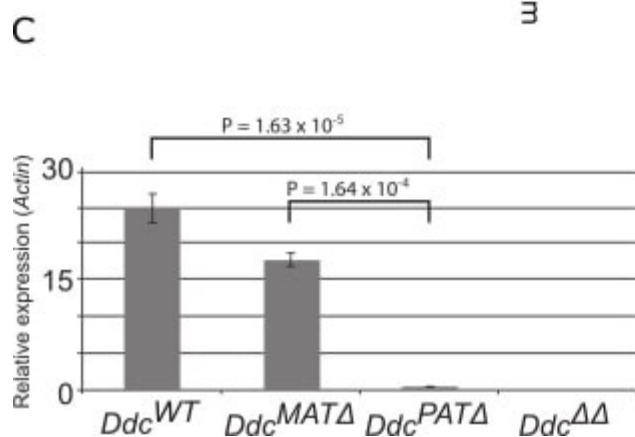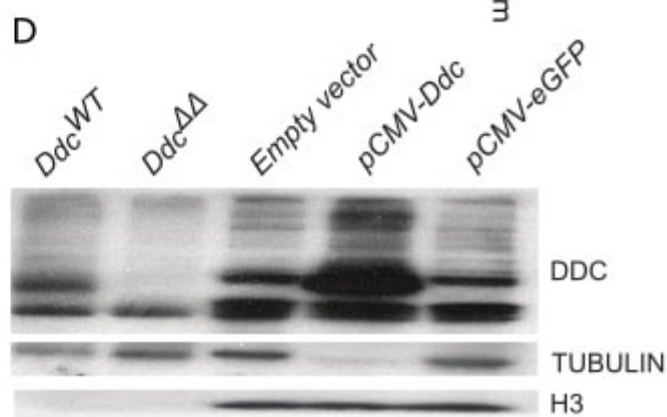

Supplementary Figure 3

RNA transcript analysis in *Ddc* knockout mouse heart at e15.5. (A) primer locations are indicated by black arrows, forward primers were designed in exon 1, exon 1a and exon 4. Reverse primers were designed in exon 3, exon 4 and exon 5, plus two pairs in the VICTR48 vector. RT-PCR experiments (lanes 1-10) are indicated to the right of the primer locations. Results are shown in (B) RT-PCR of *Ddc*^{WT}, *Ddc*^{MATΔ}, *Ddc*^{PATΔ} and *Ddc*^{ΔΔ} expression are as expected except in the *Ddc*^{PATΔ} genotype where *Ddc*_exon1a expression is present despite the fact that the maternal allele is epigenetically silenced (lanes 3,4). (C) depicts the results of a quantitative PCR analysis in e15.5 hearts for *Ddc* transcript in *Ddc*^{WT}, *Ddc*^{MATΔ}, *Ddc*^{PATΔ} and *Ddc*^{ΔΔ} genotypes. *Ddc*^{PATΔ} has a diminished expression of *Ddc*_exon1a as expected. (D) western blot analysis on protein extract from either *Ddc*^{WT}, or *Ddc*^{ΔΔ} whole carcass and NIH3T3 fibroblast cell lines transfected with either Empty Vector, *Ddc* under the control of the cauliflower mosaic virus promoter (pCMV *Ddc*) or eGFP under the control of the cauliflower mosaic virus promoter (pCMV eGFP). The western blot was probed using antibodies raised against DDC, followed by Tubulin and Histone H3 as loading controls. Tubulin detection in the pCMV transfected fibroblast lane is light, possibly because of the high levels of DDC staining at the same location, the blot was re-probed for histone H3 which stained as expected. The RT-PCR (B) was performed once, qPCR for *Ddc* expression (C) was repeated 4x (*Ddc*^{WT}), 3x (*Ddc*^{MATΔ}), 3x (*Ddc*^{PATΔ}) and 2x (*Ddc*^{ΔΔ}) and the western blot (D) was performed once.

# Supplementary material for: Imprinted Gene Expression and Function of the Dopa Decarboxylase Gene in the Developing Heart
**Source:** Front Cell Dev Biol. 2021 Jun 22;9:676543. doi: 10.3389/fcell.2021.676543
**Supplement:** Supplementary file 4

s	ID	logFC	t	P.Value	adj.P.Val	B	Symbol		
14908	ILMN_2628647	3.392436935	36.91756326	3.60E-012	1.63E-007	9.435210895	Ddc	increased heart weight	Due to hypertension caused by Cre mediated knockout of Ddc in Kidney J:175630
14910	ILMN_1229396	3.340576765	12.4205174	1.79E-007	0.0027029	6.087224847	Ddc	increased heart weight	J:175630
14909	ILMN_1260450	3.170024081	30.17264868	2.75E-011	6.23E-007	9.136623394	Ddc	increased heart weight	J:175630
37514	ILMN_2988249	-1.641246041	-4.91626835	0.000578819	0.1432212	0.063057856	S3-12		
40327	ILMN_2988931	-1.620561414	-3.751341251	0.00366632	0.2274714	-1.602336792	Stfa1		
40326	ILMN_2774410	-1.585791832	-3.572757595	0.004902838	0.2505704	-1.867969881	Stfa1		
11295	ILMN_1219583	-1.555826976	-3.616332563	0.004591913	0.2486875	-1.808048234	Capn2	Thin ventricular wall	J:175868
20494	ILMN_3141257	1.537362603	3.272914852	0.008207916	0.2885579	-2.339620778	Hbb-y		
7639	ILMN_2675874	-1.522587567	-3.597520293	0.00473897	0.2494371	-1.836876464	Alas2		
33883	ILMN_3116570	-1.456427862	-3.955253516	0.00261998	0.2178485	-1.295942715	Pdhh		
37506	ILMN_2803674	-1.381980976	-3.198051902	0.009328101	0.2992686	-2.456717549	S100a9		
12550	ILMN_2817864	-1.274939367	-3.971784993	0.002550134	0.215434	-1.271347887	Ckmt2	dilated heart left ventricle heart left ventricle hypertrophy	J:101961
11093	ILMN_1222071	-1.27089169	-3.57441803	0.004926267	0.2508813	-1.87233071	C920004C08Rik		
23834	ILMN_2707808	-1.24456192	-3.368763754	0.006972204	0.2763024	-2.19024029	LOC100044756		
11296	ILMN_2683586	-1.204095557	-3.669488117	0.004201448	0.2430087	-1.726803515	Capn2	Thin ventricular wall	J:175868
15013	ILMN_2705097	1.191770138	4.260032462	0.001601021	0.1982966	-0.848917767	Deadc1		
4079	ILMN_2472708	-1.112398782	-5.79197187	0.000163814	0.1020503	1.164055944	S730402C02Rik		
16621	ILMN_2995688	-1.110740168	-3.61054168	0.00463667	0.2486875	-1.816918183	EG433016		
33882	ILMN_1247561	-1.086886008	-4.471764206	0.001145437	0.1848813	-0.546831601	Pdhh		
42047	ILMN_2460136	1.075977427	3.771064346	0.003548316	0.2255842	-1.572466712	Tnnt1		
18303	ILMN_2482572	-1.067644828	-3.202024409	0.009264898	0.2989456	-2.450495858	Flnb		
42958	ILMN_2502542	-1.06257754	-3.176824319	0.009673386	0.3027095	-2.489977923	Uap1		
12551	ILMN_2698052	-1.052170087	-3.349310105	0.007206529	0.2783454	-2.220504006	Ckmt2	dilated heart left ventricle heart left ventricle hypertrophy	J:101961
36499	ILMN_2733708	-1.010553354	-3.325270758	0.007507325	0.2821829	-2.257941485	Rbp7		
14931	ILMN_2693185	-1.009306607	-4.506182034	0.00108539	0.1836985	-0.498415669	Ddo		
38982	ILMN_2696610	-1.005918735	-3.408311278	0.006519722	0.2705954	-2.128810373	Slc25a37		
29947	ILMN_2696609	-0.992410044	-3.687006534	0.004080453	0.2387171	-1.700098214	Mscp		
43021	ILMN_2486267	-0.963088847	-3.376608513	0.006879944	0.2750624	-2.178044755	Ube2l6		
9967	ILMN_2700239	-0.955654701	-3.973251884	0.002544031	0.215434	-1.269167357	BC100530		
5825	ILMN_1226919	-0.942494706	-3.497571152	0.005606382	0.2595732	-1.99066008	A330102110Rik		
22490	ILMN_2974117	-0.920180282	-3.25572132	0.008452352	0.2919985	-2.366484073	Kctd6		
30299	ILMN_2640008	-0.900709002	-4.086154648	0.002117323	0.2102511	-1.10226006	Myh6	dilated cardiomyopathy dilated heart left ventricle abnormal heart left ventricle morphology cardiac fibrosis cardiac hypertrophy disorganized myocardium abnormal heart atrium morphology abnormal heart morphology abnormal myocardial fiber morphology cardiac interstitial fibrosis disorganized myocardium	J:114549 J:104363 J:32960 J:51939 Many more
15147	ILMN_1219915	-0.900650458	-3.818974929	0.003277856	0.2245934	-1.500110592	Dgat2		
33881	ILMN_3041839	-0.884885562	-3.379512974	0.006846105	0.2750624	-2.173530703	Pdhh		
18301	ILMN_2482571	-0.882425455	-3.4549495947	0.005978651	0.263656	-2.049501888	Flnb		
12963	ILMN_1246054	0.873094368	6.397181721	7.29E-005	0.0988892	1.847712873	Col2a1	abnormal heart valve morphology	J:30041
5276	ILMN_1225181	-0.862032248	-6.555349653	5.94E-005	0.0988892	2.016380642	9626962_211_rc		
29324	ILMN_2700408	-0.842202612	-4.370967696	0.00134236	0.1909407	-0.68974127	Mgll		
22088	ILMN_1213858	-0.830642918	-3.385004281	0.006782596	0.2743273	-2.164998094	Itgb3bp		
34348	ILMN_2479717	0.827424871	6.353141086	7.72E-005	0.0988892	1.800024792	Pilra		
6904	ILMN_1227579	-0.816141847	-6.565003503	5.87E-005	0.0988892	2.026544702	Acot11		
4414	ILMN_2594139	0.814373223	4.233748249	0.001669687	0.1989607	-0.886916658	G330403K07Rik		
43894	ILMN_1234111	-0.812593971	-3.834117238	0.003196919	0.2231222	-1.477303174	Vtn		
1675	ILMN_3158565	-0.811785676	-3.930888659	0.002726594	0.2182072	-1.33226095	Z310076L09Rik		
14929	ILMN_2808191	-0.807585042	-5.477008481	0.000254732	0.1143099	0.783510149	Ddo		
11835	ILMN_2688416	-0.80558831	-4.316216913	0.001464022	0.1946082	-0.76805629	Cd300lg		
3703	ILMN_1213433	-0.805118514	-4.278149547	0.001555426	0.197046	-0.822788993	4933406L09Rik		
13009	ILMN_2945030	0.795550376	7.327644491	2.30E-005	0.0941113	2.783750212	Col9a2		
35595	ILMN_1239724	0.791333604	3.367483093	0.006987386	0.2763024	-2.192231683	Psmbl1		
37634	ILMN_3008068	-0.790501623	-4.253610052	0.00161752	0.1982966	-0.858192637	Scara5		
6953	ILMN_2622671	-0.787012126	-3.931181227	0.002725287	0.2182072	-1.331824363	Acs1	cardiac hypertrophy cardiac hypertrophy increased heart weight enlarged heart heart left ventricle hypertrophy thick ventricular wall enlarged heart heart left ventricle hypertrophy thick ventricular wall abnormal myocardial fiber morphology cardiac hypertrophy cardiac interstitial fibrosis enlarged heart	J:68639
38169	ILMN_2604224	0.781513058	3.601584172	0.004706794	0.2489817	-1.830645664	Sema5a		
7233	ILMN_2675064	-0.779666249	-3.16591331	0.009855921	0.3052571	-2.507082621	Adhfe1		
28565	ILMN_2483304	-0.772915889	-4.242213333	0.00164724	0.1989607	-0.874666986	Lyve1		
39739	ILMN_2616196	0.763456075	3.710679988	0.003922676	0.2350511	-1.664067098	Sox11	Many morphological defects	J:175338
38276	ILMN_1220234	-0.735648971	-3.588585214	0.004810518	0.2495827	-1.850582093	Serpina1e		
44776	ILMN_1257178	0.735325644	6.555734062	5.94E-005	0.0988892	2.016785652	Zfp367		
29130	ILMN_2860964	-0.734528305	-5.337600699	0.000311088	0.117837	0.60954788	Med23		
38490	ILMN_2657543	-0.721372122	-4.046007862	0.002259744	0.2114221	-1.16139918	Sgca	abnormal heart ventricle morphology decreased heart weight thick ventricular wall	J:49871
16926	ILMN_2605819	-0.70683846	-3.327666535	0.007476776	0.2821829	-2.254208515	Egln3		
12526	ILMN_2718330	-0.706633577	-3.180276257	0.00961636	0.302271	-2.484567695	Cish		

44163	ILMN_2511913	0.704820901	5.903417873	0.000140586	0.1020503	1.294599155	Wnt5a		
7861	ILMN_2844820	0.702654586	3.866701364	0.003029746	0.2231222	-1.428326208	Angptl7		
12964	ILMN_2759142	0.698928169	6.364646663	7.60E-005	0.0988892	1.812513898	Col2a1	abnormal heart valve morphology	J:30041
25397	ILMN_2777427	-0.692868577	-4.819491468	0.000669948	0.1519947	-0.066846509	LOC329416		
41452	ILMN_2665133	-0.68767619	-3.765681371	0.003580125	0.225973	-1.5806143	Timp4	Abnormal heart right ventricle morphology increased left ventricle weight	J:165901
19020	ILMN_1249941	-0.683456029	-4.053765117	0.002231461	0.2114221	-1.149953821	Gdf10		
41378	ILMN_2736451	0.679600737	6.157624556	9.98E-005	0.0988892	1.584454549	Thsd2		
29072	ILMN_3158499	0.675752188	4.568423358	0.000985096	0.1789736	-0.411359924	Mdk		
14282	ILMN_1236811	-0.671597739	-3.790691848	0.003434807	0.2245934	-1.542789502	D330008121Rik		
35499	ILMN_2734036	0.671455927	4.601749526	0.00093547	0.1785243	-0.365013791	Prrx2		
17156	ILMN_1247358	0.666576926	5.565513645	0.000224697	0.1138323	0.892187532	Emid2		
31289	ILMN_3127391	0.665563717	3.157806275	0.009993823	0.3069005	-2.519795359	Npr3		
31190	ILMN_2821676	-0.66433233	-4.627833156	0.000898478	0.1771726	-0.328870239	Nostrin		
38274	ILMN_3004600	-0.663862862	-3.475242948	0.005821685	0.2622526	-2.025149873	Serpina1c		
29071	ILMN_1254450	0.657897138	3.881831998	0.002955247	0.2222866	-1.405631145	Mdk		
29680	ILMN_2977492	0.657439346	5.219462621	0.000369301	0.1185981	0.45945799	Moxd1		
33518	ILMN_1237631	0.653114415	3.648741793	0.004349573	0.2454503	-1.758475076	Pard6g		
1603	ILMN_2493030	-0.652013054	-5.127754657	0.000422482	0.1266915	0.341256865	Z310043N10Rik		
19816	ILMN_2754155	0.650273939	3.712345351	0.003911818	0.2349218	-1.661534902	Gpr126	dilated heart ventricle thin myocardium	J:167309
13051	ILMN_2549929	-0.649551079	-6.544810058	6.02E-005	0.0988892	2.005266958	Copg2as2		
22668	ILMN_1254031	-0.645758077	-4.460502806	0.001165839	0.1848813	-0.562715591	Klf9		
17285	ILMN_2720813	-0.642761648	-3.375501855	0.006892883	0.2750624	-2.179764879	Epb4.1	abnormal heart development	J:122548
13231	ILMN_2645816	0.6375069	5.284974651	0.000335709	0.117837	0.542991221	Cpxm1		
15105	ILMN_2697361	0.636179912	4.132276447	0.001965257	0.2067957	-1.034613177	Dennd2a		
29254	ILMN_2633350	0.635436933	4.597067934	0.000942278	0.1785243	-0.371513125	Mfap4		
10430	ILMN_2463583	0.626904846	6.675759168	5.10E-005	0.0988892	2.14208986	C030009J22Rik		
21453	ILMN_1219335	0.625734076	3.444381494	0.006133424	0.2657438	-2.072896988	Igfbp3		
27418	ILMN_1243991	0.623552489	3.627055467	0.004510218	0.2478204	-1.791633572	LOC433476		
21272	ILMN_2667814	-0.623483377	-4.518814827	0.001064193	0.1832233	-0.480694215	Iars2		
25069	ILMN_1252353	0.623352466	3.611946234	0.004625773	0.2486875	-1.814766477	LOC241621		
38817	ILMN_2827072	0.620274835	5.830640338	0.000155319	0.1020503	1.209592113	Slc13a4		
33467	ILMN_2946088	0.614307481	5.594449838	0.000215718	0.1138323	0.927422376	Panx1		
19370	ILMN_1238310	0.61306645	4.305218225	0.001489835	0.1946082	-0.78384646	Gm1673		
37236	ILMN_2590860	0.61109959	3.907203912	0.002834587	0.2210895	-1.367643616	Rpo2tc1		
18315	ILMN_1229680	0.607853521	7.272087807	2.45E-005	0.0941113	2.731546562	Flrt3	abnormal heart development cardia bifida	J:136719 J:142039
29323	ILMN_2857957	-0.601807711	-3.308989341	0.007718354	0.2860023	-2.283321309	Mgll		
659	ILMN_1225662	-0.601444157	-3.571023057	0.004954431	0.251504	-1.877545609	1700016J18Rik		
23334	ILMN_1247916	-0.601012095	-3.438218966	0.006197711	0.2670205	-2.082441619	Lims2	abnormal heart atrium auricular region morphology abnormal heart left ventricle morphology abnormal heart shape abnormal heart ventricle morphology abnormal myocardium compact layer morphology abnormal ventricle myocardium morphology cardiac fibrosis dilated heart atrium dilated heart left ventricle small myocardial fiber	J:167114
43289	ILMN_2936646	0.59899439	3.607006011	0.004664218	0.2486875	-1.822335595	Upk1b		
41047	ILMN_2930707	0.596100782	5.398367204	0.000285037	0.117837	0.685795196	Tcf21	hemopericardium	J:55785
34408	ILMN_1220244	0.595723226	3.446882575	0.00610753	0.2657438	-2.069024236	Pitx2	abnormal atrioventricular cushion morphology atrial septal defect atrioventricular septal defect common atrioventricular valve dextrocardia double outlet heart right ventricle failure of atrioventricular cushion closure right atrial isomerism transposition of great arteries ventricular septal defect and many more	J:128475 J:69854 J:57674 J:55455
4416	ILMN_1245549	0.594864267	4.305089672	0.001490139	0.1946082	-0.78403113	6330404C01Rik		
11750	ILMN_1255422	-0.594357709	-4.2771594	0.001557882	0.197046	-0.824215666	Ccrn4l		
3120	ILMN_2752300	-0.592250112	-3.260573577	0.008382622	0.2913074	-2.358900965	4930452B06Rik		
15349	ILMN_1237061	-0.591362197	-3.292739926	0.007935051	0.286779	-2.308669919	Dm15	abnormal myocardial fiber morphology cardiac interstitial fibrosis heart left ventricle hypertrophy thick interventricular septum thick ventricular wall	J:33711 J:93614
20512	ILMN_2507044	-0.587953865	-4.389104099	0.001304449	0.1909008	-0.66390542	Hcfc2		
37540	ILMN_1252794	0.587890213	5.086748338	0.000448852	0.12825	0.287926911	Sall3		
44492	ILMN_2441346	-0.587550162	-3.605406248	0.004676739	0.2486875	-1.824787226	Zcchc5		
17918	ILMN_2449644	0.586798411	4.347443382	0.001393273	0.1935239	-0.723331365	Fbln1	abnormal heart morphology atrial septal defect double outlet heart right ventricle muscular ventricular septal defect ostium primum atrial septal defect ostium secundum atrial septal defect overriding aorta perimembraneous ventricular septal defect ventricle myocardium hypoplasia ventricular septal defect	J:137690
32694	ILMN_1243468	-0.585809339	-3.539594925	0.005223208	0.2548622	-1.925877907	Olfrr608		
34404	ILMN_3118071	0.581716182	4.102978034	0.002060472	0.2083915	-1.077548508	Pitx2	abnormal atrioventricular cushion morphology atrial septal defect atrioventricular septal defect common atrioventricular valve dextrocardia double outlet heart right ventricle failure of atrioventricular cushion closure right atrial isomerism transposition of great arteries ventricular septal defect and many more	J:128475 J:69854 J:57674 J:55455
17444	ILMN_1257143	-0.579687459	-3.514819853	0.005445706	0.2570402	-1.964049155	Ermapp		

21462	ILMN_2764588	-0.575727898	-3.563058797	0.005021158	0.251808	-1.889783955	Igfbp7		
29074	ILMN_3079236	0.575327265	4.751253821	0.000743299	0.161814	-0.159415651	Mdk		
43305	ILMN_1252263	-0.574421534	-3.850704869	0.003110645	0.2231222	-1.452353008	Uqcrb		
12934	ILMN_1222111	-0.571297094	-3.847875666	0.003125186	0.2231222	-1.456605988	Col15a1		
19959	ILMN_1243154	-0.569508465	-5.094969035	0.000443428	0.12825	0.298641804	Gpsm1		
30317	ILMN_2768252	0.565906852	3.807471414	0.00334077	0.2245934	-1.517456979	Myl7	abnormal atrioventricular cushion morphology abnormal heart looping abnormal heart tube morphology abnormal myocardial fiber morphology dilated heart left ventricle enlarged heart atrium pericardial edema trabecula carnea hypoplasia ventricle myocardium hypoplasia	J:87043
39375	ILMN_1253797	0.562866071	3.811993639	0.003315889	0.2245934	-1.510635799	Slit2		
20434	ILMN_2841280	-0.559966412	-6.968168446	3.54E-005	0.0988892	2.437894399	Habp4		
20947	ILMN_2681195	0.559274922	4.652001909	0.000865582	0.1765515	-0.295482787	Hnt		
24816	ILMN_2529682	0.558104956	3.489040429	0.005687653	0.2608203	-2.00383169	LOC230896		
23333	ILMN_2738345	-0.557026025	-3.168302167	0.009815658	0.3044266	-2.503337223	Lims2	abnormal heart atrium auricular region morphology abnormal heart left ventricle morphology abnormal heart shape abnormal heart ventricle morphology abnormal myocardium compact layer morphology abnormal ventricle myocardium morphology cardiac fibrosis dilated heart atrium dilated heart left ventricle small myocardial fiber	J:167114
40317	ILMN_2777319	0.556478645	4.113433375	0.00202595	0.2083915	-1.062212028	Stc1		
5429	ILMN_1249945	-0.553348562	-4.708739571	0.000793272	0.1674436	-0.217493638	9930004G02Rik		
29021	ILMN_2851040	0.550641223	3.96324402	0.002585973	0.2168435	-1.284050015	Mcm3		
30413	ILMN_2694687	-0.549828192	-6.957470125	3.59E-005	0.0988892	2.427304457	Mypn		
5273	ILMN_1240922	-0.547504963	-7.600496839	1.67E-005	0.0941113	3.033706606	9626953_2_rc		
24033	ILMN_2762925	0.543907319	3.582143567	0.004862794	0.2497766	-1.860468294	LOC100046259		
41631	ILMN_2804559	0.543833217	5.232798774	0.000362183	0.1184373	0.476523785	Tmem108		
20154	ILMN_1228233	-0.539117253	-3.453666415	0.006037863	0.2649229	-2.058522757	Gstm1		
24089	ILMN_1244879	-0.537352536	-4.860735654	0.000629373	0.1481763	-0.011285578	LOC100046690		
25784	ILMN_2526333	-0.536140149	-4.196660925	0.001771893	0.2023173	-0.940715983	LOC381284		
35978	ILMN_2764819	0.534898559	6.921079985	3.75E-005	0.0988892	2.391152113	Rab1		
33816	ILMN_2717749	0.534491766	5.047250724	0.000475915	0.1290412	0.236280426	Pde1a		
29191	ILMN_2709087	-0.533908351	-3.751983144	0.003662416	0.2274714	-1.601363908	Meox2	thin myocardium	J:123197 J:136243 J:111702 J:147154
15637	ILMN_2615096	0.531095886	5.230179321	0.000363569	0.1184373	0.473174232	Dpp4		
15	ILMN_2543688	0.530515367	7.276862282	2.44E-005	0.0941113	2.736050546	0610007N19Rik		
7919	ILMN_2741117	-0.529942976	-5.173810155	0.000394822	0.1220628	0.400801714	Ankrd23		
9701	ILMN_2746830	-0.529873947	-3.310064859	0.007704228	0.2860023	-2.281644184	BC022224		
33494	ILMN_2466809	0.527589064	3.265939824	0.008306192	0.2897632	-2.350516332	Papss2		
6686	ILMN_2686700	-0.525367973	-3.330071019	0.007446245	0.2817076	-2.250462401	Abca8a		
23332	ILMN_2942674	-0.524761713	-3.622456683	0.004545069	0.2479674	-1.798671858	Lims2	abnormal heart atrium auricular region morphology abnormal heart left ventricle morphology abnormal heart shape abnormal heart ventricle morphology abnormal myocardium compact layer morphology abnormal ventricle myocardium morphology cardiac fibrosis dilated heart atrium dilated heart left ventricle small myocardial fiber	J:167114
37034	ILMN_2636349	0.524738322	5.09741806	0.000441826	0.12825	0.301831584	Rnf208		
33821	ILMN_1223293	-0.524071077	-4.052272998	0.002236873	0.2114221	-1.152154673	Pde1c		
44635	ILMN_1257607	0.523938516	3.759109719	0.003619361	0.2269921	-1.590565923	Zfp184		
34951	ILMN_2710139	-0.522978251	-6.875495608	3.97E-005	0.0988892	2.345579103	Ppargc1a	Abnormal heart weight	J:111072 J:96306
8495	ILMN_1223147	-0.518517057	-3.340336436	0.007317336	0.2798448	-2.234474011	Art3		
19152	ILMN_1248457	-0.518341318	-3.366441878	0.006999754	0.2763024	-2.193850839	Gipr		
12965	ILMN_2759144	0.518164149	3.891614446	0.002908102	0.2215772	-1.390974327	Col2a1	abnormal heart valve morphology	J:30041
29247	ILMN_1240458	0.51814492	5.59049062	0.000216924	0.1138323	0.922609956	Mfap2		
36820	ILMN_1237773	0.516658669	4.26282417	0.001593904	0.1982966	-0.844888159	Rhou		
18928	ILMN_1219184	0.515478838	3.357886953	0.007102235	0.2773512	-2.207157519	Gats		
38614	ILMN_1246285	0.51464918	3.927346014	0.002742469	0.2182072	-1.337548432	Shisa2		
13589	ILMN_2904703	-0.514000193	-6.292491118	8.35E-005	0.0988892	1.733830788	Ctsl		
6574	ILMN_2913989	-0.51288697	-4.090761182	0.002101595	0.2096086	-1.095489445	AA407270		
37381	ILMN_3162785	0.510413694	3.832772982	0.003204019	0.2231222	-1.479326698	Rspo3		
24259	ILMN_1217043	-0.508809234	-3.335138209	0.007382324	0.2811013	-2.242569271	LOC100047762		
29249	ILMN_2981542	0.508529292	5.730006726	0.000178483	0.1036142	1.09054821	Mfap2		
13665	ILMN_2737302	0.507590155	4.605835649	0.00092957	0.1785243	-0.35934415	Cxcl12		
1638	ILMN_2430906	-0.506956695	-4.237842786	0.001658789	0.1989607	-0.880990134	2310051E17Rik	perimembraneous ventricular septal defect	J:34750
37493	ILMN_1225602	-0.506884395	-3.626398582	0.004515179	0.2478204	-1.792638771	S100a1		
17265	ILMN_3149143	-0.504618759	-4.652549178	0.000864853	0.1765515	-0.29472792	Entpd5		
37556	ILMN_1254210	0.504524487	3.301394299	0.007818872	0.2861986	-2.295167069	Samd5		
13007	ILMN_2439360	0.502659479	3.411619854	0.006483266	0.2701998	-2.123676982	Col9a1		
36797	ILMN_1252902	0.502168759	3.876553681	0.002981016	0.2228076	-1.413544847	Rhobtb1		
33995	ILMN_2987862	-0.501479864	-5.522393611	0.000238827	0.1138323	0.839410445	Per2		
18409	ILMN_1228748	-0.501025875	-3.754968283	0.003644317	0.2274714	-1.596840148	Foxa3		
40489	ILMN_2745370	-0.499796376	-4.100790766	0.002067772	0.2083915	-1.080758973	Sult1a1		
12118	ILMN_2708203	0.498969836	3.431025018	0.006273637	0.2674921	-2.093587982	Cdkn1c		
6982	ILMN_2738825	0.49878846	3.283857608	0.008056133	0.2868074	-2.322533728	Acta1		
12814	ILMN_2596369	0.497659739	4.103106921	0.002060043	0.2083915	-1.077359351	Cnn2		
34478	ILMN_2974343	-0.494945604	-3.787802786	0.003451275	0.2245934	-1.54715479	Pla1a		

19371	ILMN_2802311	0.494816095	4.182661757	0.001812164	0.2030807	-0.961078417	Gm1673			
38421	ILMN_1231689	0.494409986	4.189734472	0.001791699	0.2030346	-0.950787073	Sfrp1	increased heart weight	J:89547	
2181	ILMN_2714278	0.490575627	6.099133021	0.00010792	0.0988892	1.518726715	2810046M22Rik			
28218	ILMN_2782041	0.490097396	3.267415864	0.008285294	0.2897632	-2.348210376	Lphn3			
20461	ILMN_2753342	0.489800863	3.778761018	0.003503346	0.2245934	-1.560823421	Hapln1			
12657	ILMN_1234165	0.488957598	3.434607925	0.006235703	0.2674921	-2.088036026	Clec4g			
29697	ILMN_2703886	0.488479376	3.586100153	0.004830616	0.2495827	-1.854395474	Mphosph6			
39978	ILMN_2909238	-0.48757901	-3.69727094	0.004011248	0.2368101	-1.684467628	Spnb1	abnormal myocardium layer morphology cardiac hypertrophy enlarged heart	J:44313	J:162532 J:305 J:159750
21297	ILMN_1228557	0.48737071	3.558987457	0.005055627	0.2526753	-1.896042755	Id2			
38993	ILMN_2810937	-0.486909915	-6.062821508	0.000113302	0.0988892	1.477633682	Slc25a42			
4546	ILMN_2513378	0.486813281	4.017102892	0.002368482	0.2115757	-1.204123396	6430537F04			
44455	ILMN_1230396	-0.483151468	-4.182434489	0.001812826	0.2030807	-0.961409236	Zc3h6			
31291	ILMN_2604333	0.482372742	4.337823895	0.001414675	0.1940342	-0.737092515	Npr3			
33818	ILMN_2754377	0.481319247	5.345132855	0.000307726	0.117837	0.619034096	Pde1a			
29248	ILMN_2981545	0.481275894	6.599353309	5.62E-005	0.0988892	2.062588952	Mfap2			
24088	ILMN_1236869	-0.478653762	-4.042436256	0.002272892	0.2114221	-1.166671808	LOC100046690			
39998	ILMN_2665535	0.478392849	4.524657424	0.001054538	0.1832233	-0.472507112	Spon1			
44165	ILMN_2472917	0.47819526	3.741368235	0.003727538	0.2290185	-1.617458875	Wnt5a			
16357	ILMN_2917471	0.478146503	5.28429632	0.000336039	0.117837	0.542130154	Ednrb	pericardial effusion abnormal direction of heart looping enlarged pericardium hemopericardium	J:46640	J:149893
14879	ILMN_1241225	0.475888407	4.129515774	0.001974028	0.2069119	-1.03865332	Dctd			
15802	ILMN_3009243	0.475459138	4.378615363	0.001326234	0.1909008	-0.678840456	Dusp2			
1752	ILMN_2542320	0.474631036	3.295733589	0.007894664	0.286779	-2.30399852	2410018L13Rik			
42085	ILMN_1250011	-0.474102149	-4.177227793	0.001828055	0.2030807	-0.968990449	Tob1			
35473	ILMN_2649456	0.473581317	3.554019557	0.00509802	0.2530329	-1.903682138	Prr15			
15745	ILMN_1221805	-0.473312739	-3.716175609	0.003886964	0.23405	-1.655712227	Dtna	cardiac fibrosis myocardial fiber degeneration	J:59675	
21595	ILMN_2804166	0.471480348	3.889869099	0.002916455	0.2215772	-1.393588399	Igsf9			
18654	ILMN_2939666	0.469974304	3.213453136	0.009085501	0.2972547	-2.432601106	Fzd2	abnormal heart morphology double outlet heart right ventricle overriding aorta ventricular septal defect	J:165556	
17210	ILMN_2782964	0.469881233	3.64265237	0.004394072	0.2462475	-1.767780517	Enpp1			
34157	ILMN_2882079	0.469139947	3.826017854	0.003239948	0.2239818	-1.489498817	Phf13			
41297	ILMN_1253854	0.46745014	3.507232647	0.005515788	0.2580919	-1.975750975	Tgfr1			
33904	ILMN_1235230	0.464064376	3.326198253	0.007495483	0.2821829	-2.256496262	Pdlim3	abnormal heart position or orientation abnormal heart right ventricle morphology abnormal heart right ventricle outflow tract morphology cardiac fibrosis dilated cardiomyopathy dilated heart left ventricle dilated heart right ventricle thin interventricular septum thin ventricular wall trabecula carnea hypoplasia	J:69097	
15919	ILMN_1248267	-0.463161238	-3.656550717	0.004293192	0.2454503	-1.746548137	E030030I06Rik			
10308	ILMN_2895991	-0.462890958	-4.234197461	0.001668487	0.1989607	-0.886266331	Brrp44			
38581	ILMN_2942551	-0.462477356	-5.574295909	0.00022193	0.1138323	0.902896888	Sh3rf2			
8494	ILMN_2836607	-0.46154993	-3.347130551	0.007233282	0.2783454	-2.223896524	Art3			
14	ILMN_1233188	0.460852645	5.393507057	0.000287032	0.117837	0.679720714	O610007N19Rik			
11404	ILMN_1247775	-0.460676707	-3.333504127	0.007402876	0.2811013	-2.245114463	Casq2	abnormal myocardial fiber morphology cardiac hypertrophy enlarged heart atrium heart left ventricle hypertrophy increased heart weight thick ventricular wall cardiac hypertrophy enlarged heart atrium heart left ventricle hypertrophy	J:151367	J:124211
34569	ILMN_3109360	-0.459434639	-5.750275811	0.000173536	0.1020503	1.114665874	Plec1			
2592	ILMN_2622227	-0.459275672	-3.194704867	0.009381695	0.2996383	-2.461960288	4632404M16Rik			
31086	ILMN_1244161	0.459016588	4.379706442	0.00132395	0.1909008	-0.677286027	Nme4			
16094	ILMN_1253191	-0.458810583	-3.527393821	0.005331582	0.2555307	-1.944668658	E230024B12Rik			
38336	ILMN_3001827	-0.457874969	-3.183198161	0.009568358	0.302271	-2.47998866	Serpinf2			
41282	ILMN_2834379	0.457444338	3.463876625	0.005934551	0.263656	-2.042725076	Tgfb1			
38351	ILMN_3136744	-0.457079411	-7.25854764	2.49E-005	0.0941113	2.718755367	Sesn1			
38605	ILMN_2858666	0.456777181	4.969485222	0.000534409	0.135947	0.133797675	Shd			
35735	ILMN_2724942	0.456190331	3.90463599	0.002846562	0.2210895	-1.371484427	Ptgis			
18217	ILMN_1225071	0.455982672	3.631528167	0.004476589	0.2475024	-1.784790499	Fgfr2	heart hypoplasia thin ventricular wall dilated heart atrium abnormal conotruncal ridge morphology abnormal heart development abnormal heart ventricle morphology abnormal interventricular groove morphology abnormal left posterior bundle morphology abnormal trabecula carnea morphology atrium hypoplasia conotruncal ridge hypoplasia double outlet heart right ventricle muscular ventricular septal defect overriding aorta perimembraneous ventricular septal defect thin ventricular wall		
43745	ILMN_2491589	0.455785954	8.541809624	5.91E-006	0.06686	3.819030759	Vgll4			
41784	ILMN_2892650	-0.454000007	-3.471447421	0.005859125	0.2632014	-2.031017385	Tmem35			
38353	ILMN_2654074	-0.453779786	-3.810561358	0.003323748	0.2245934	-1.512795924	Sesn1			
30320	ILMN_1252533	0.453741061	3.519315829	0.005404612	0.2565264	-1.957117629	Myla			
37353	ILMN_2880346	0.453342092	4.002627806	0.002424983	0.2115757	-1.225564009	Rrp1b			
35756	ILMN_2638114	0.452815706	5.685850521	0.000189793	0.1074252	1.037761816	Ptn			
41228	ILMN_2599470	-0.450129034	-3.209177099	0.009152202	0.2979254	-2.439295553	Tex11			

[illegible]

37656	ILMN_2609421	-0.423005679	-3.636531065	0.004439282	0.2471922	-1.777138875	Scgb1c1		
11303	ILMN_2695143	0.422894923	4.523655448	0.001056187	0.1832233	-0.473910755	Capn6		
39713	ILMN_1255551	-0.421401373	-4.390729076	0.001301108	0.1909008	-0.661593188	Sorbs1		
37192	ILMN_1227653	0.420456369	4.005088974	0.002415277	0.2115757	-1.221916397	Rpl27a		
12436	ILMN_2740151	-0.419472611	-4.025082089	0.002337927	0.2115757	-1.192317374	Chpt1		
35073	ILMN_2651660	-0.418637224	-4.463268859	0.001160792	0.1848813	-0.558812192	Ppp1r1b		
29175	ILMN_2850391	0.418018398	4.509642448	0.00107954	0.1836985	-0.493558718	Meis2		
17508	ILMN_3005058	-0.417900919	-4.198427359	0.001766878	0.2023173	-0.938148759	Etfdh		
3884	ILMN_2944601	0.417526146	3.224590109	0.008914103	0.2952141	-2.415170182	4933439C20Rik		
18314	ILMN_2926842	0.416707819	4.0749002	0.002156272	0.2114221	-1.118814845	Flrt2	abnormal endocardium morphology abnormal epicardium morphology pericardial edema ventricular myocardium compact layer hypoplasia	J:171515
9971	ILMN_2765224	-0.416527209	-3.225012761	0.008907664	0.2952141	-2.414508813	Bcam		
43248	ILMN_2461668	0.415683877	3.850424356	0.003112084	0.2231222	-1.452774641	Unc5c		
36185	ILMN_1239542	0.415313428	5.877098287	0.000145734	0.1020503	1.263961572	Raet1c		
1303	ILMN_2522062	0.415234273	4.582461769	0.00096386	0.1789736	-0.391814194	2010204K13Rik		
18557	ILMN_1216722	-0.414443322	-4.430433821	0.001222216	0.1878937	-0.605229384	Ftcd		
29073	ILMN_3080012	0.414429139	5.509092521	0.000243375	0.1138323	0.823064957	Mdk		
7567	ILMN_1219231	-0.413579299	-4.076802348	0.002149637	0.2114221	-1.116015562	Akap1		
33815	ILMN_3146952	0.413405868	3.292198876	0.007942372	0.286779	-2.309514255	Pde1a		
6916	ILMN_2807084	0.413044032	4.323554114	0.001447065	0.1946082	-0.757533401	Acot7		
3576	ILMN_1214466	-0.412628538	-4.590796037	0.000951482	0.1789736	-0.380226022	4932408C11Rik		
16297	ILMN_2745993	0.412434432	3.358136472	0.007099224	0.2773512	-2.206769325	Ece1	abnormal atrioventricular valve morphology abnormal heart valve morphology double outlet heart right ventricle failure of atrioventricular cushion closure perimembraneous ventricular septal defect persistent truncus arteriosus double outlet heart right ventricle overriding aorta persistent truncus arteriosus abnormal heart and great artery attachment double outlet heart right ventricle overriding aorta perimembraneous ventricular septal defect persistent truncus arteriosus decreased atrioventricular cushion size double outlet heart right ventricle enlarged heart overriding aorta pericardial effusion ventricular septal defect	J:62261 J:48566 J:46640
38141	ILMN_2684289	0.411791371	3.477952699	0.005795107	0.2619621	-2.020961685	Sema3a	dilated heart right atrium dilated heart right ventricle heart right ventricle hypertrophy	J:35824
5097	ILMN_2510128	0.411513978	3.633739114	0.004460062	0.2471922	-1.781408649	9430028L06Rik		
21794	ILMN_2724643	0.411072023	4.157083236	0.001888252	0.2032446	-0.998360855	Imp4		
24122	ILMN_2679037	0.409525928	4.606300042	0.000928902	0.1785243	-0.358699967	LOC100046883		
3920	ILMN_2704184	0.408933585	3.992541744	0.002465186	0.2130793	-1.240521214	5031439A09Rik		
391	ILMN_2632839	0.408903231	3.630321441	0.004485636	0.2477001	-1.786636529	1300007L22Rik		
19059	ILMN_2895557	-0.408650716	-3.251627884	0.00851164	0.2923062	-2.37288244	Gfi1b		
33994	ILMN_2813484	-0.408442868	-3.607391992	0.004661203	0.2486875	-1.821744123	Per1		
42907	ILMN_1250947	0.407412807	6.15091684	0.000100714	0.0988892	1.576946091	Txndc5		
9240	ILMN_1252723	-0.40736393	-3.289171764	0.007983465	0.286779	-2.314238581	B230365C01Rik		
20002	ILMN_2666181	-0.407180977	-4.243499717	0.001643857	0.1989607	-0.872806458	Grb14	increased heart weight	J:87892
40376	ILMN_2794051	0.40697921	5.824756132	0.000156581	0.1020503	1.202679431	Stk38l		
18645	ILMN_2750912	-0.405875724	-4.971100615	0.000533119	0.135947	0.135937253	Fyco1		
2535	ILMN_1245109	0.405685742	3.482822622	0.005747655	0.2616355	-2.013436468	3830430K15Rik		
18117	ILMN_1229519	-0.405493127	-3.945748786	0.002661042	0.2182072	-1.310100686	Fech		
7387	ILMN_2972521	-0.405426084	-6.184746494	9.63E-005	0.0988892	1.614737521	Agtr1a	abnormal heart left ventricle morphology cardiac fibrosis cardiac interstitial fibrosis increased heart weight decreased heart weight muscular ventricular septal defect perimembraneous ventricular septal defect ventricular septal defect decreased heart weight decreased heart weight decreased heart weight decreased heart weight	J:124206 J:46007 J:137944
22754	ILMN_2946653	0.404273587	4.369650949	0.001345157	0.1909407	-0.691619083	Klk1b22		
11514	ILMN_2944226	0.40407046	3.886733682	0.002931525	0.2219772	-1.39828546	Ccdc124		
13150	ILMN_3083163	-0.402889702	-3.690996182	0.004053408	0.2381602	-1.694021331	Cp		
21298	ILMN_2887239	0.402833207	3.175994989	0.009687138	0.3028931	-2.49127782	Id2		
33870	ILMN_2753912	0.402415236	5.090301338	0.000446499	0.12825	0.29255936	Pdgfr	absent atrial septum pericardial effusion	J:93954
33997	ILMN_2987863	-0.402137564	-3.926942506	0.002744284	0.2182072	-1.338150786	Per2		
17174	ILMN_2598103	-0.402114221	-3.799451536	0.003385376	0.2245934	-1.529560325	Emp2		
24421	ILMN_2756578	0.401973877	3.841350402	0.003158995	0.2231222	-1.466419044	LOC100048721		
29482	ILMN_2754447	0.401731015	3.502293876	0.005561907	0.2585716	-1.983371098	Mkm3		
19142	ILMN_2547942	0.400908479	4.818123972	0.000671134	0.1519947	-0.068693731	Gins2		
23858	ILMN_1249684	0.400302379	4.429452573	0.001224104	0.1878937	-0.606619241	LOC100045019		
9640	ILMN_1226639	-0.400122269	-4.041673885	0.002275708	0.2114221	-1.167797506	BC006779		

Supplementary Table 1

To identify perturbed genes and molecular pathways that could explain the phenotypic effects of Ddc_exon1a ablation in the heart, changes in gene expression in Ddc^{PATΔ} hearts were assayed using the Illumina™ WG6 expression microarray. The Illumina WG-6 mouse microarray platform assayed 45281 probes in biological replicates for three DdcWT, four Ddc^{MATΔ}, four Ddc^{PATΔ} and one Ddc^{ΔΔ} heart. Gene expression in Ddc^{PATΔ} animals was compared to Ddc^{MATΔ}. 

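Genes that rise in later heart development were higher in Ddc PATΔ than in Ddc MATΔ hearts for all 20 measured, with a median log2 difference of 0.33. Among them were Ppargc1a, a coactivator that drives mitochondrial biogenesis (0.55), the fatty acid oxidation enzymes Hadha (0.51) and Acadm (0.32), and the muscle creatine kinase Ckm (0.37). Genes of fatty acid oxidation were higher in 21 of 23 cases (median 0.21) and those of the citric acid cycle and respiratory chain in 22 of 29 (median 0.18), with pyruvate dehydrogenase subunit Pdhb 0.90 higher. Genes that fall in later development were lower in 15 of 19 cases (median -0.23, and -0.35 without Ddc PATΔ replicate 1), among them the growth factors Mdk (-0.68) and Ptn (-0.47), and the 3 embryonic globin genes of primitive red cells were all lower (median -1.20). Against Ddc WT hearts the medians of the rising, fatty acid oxidation, falling and embryonic globin lists were 0.05, -0.02, -0.12 and -1.05 in Ddc PATΔ hearts (camera adjusted p = 0.790, 0.288, 0.0689 and 0.0029) but -0.22, -0.28, 0.24 and 1.63 in the single DdcΔΔ heart, which also lacks Ddc (0.0037, 1.56e-05, 0.0177 and 0.0052). With an estimated correlation 0 of these passed. The DdcΔΔ embryo lacked both alleles, a genotype that the paper reports to be lethal. Effects from outside the heart therefore cannot be told apart in its values. In Ddc PATΔ against Ddc WT hearts the embryonic globin list lost its call in 2 of the fits that left out 1 heart. Its median was -0.64 without Ddc WT replicate 1 (camera adjusted p = 0.148) and -1.67 without Ddc WT replicate 3. In the DdcΔΔ heart the rising and falling lists lost their call without Ddc WT replicate 3 (median -0.15, adjusted p = 0.0788, and 0.0024, 0.274) and with a replicate block (-0.05, 0.615, and 0.03, 0.328). The fatty acid oxidation median there was -0.17 without Ddc WT replicate 3 and -0.18 without Ddc WT replicate 2. The embryonic globin median was 1.08 without Ddc WT replicate 3 and the falling median 0.40 without Ddc WT replicate 1. Between Ddc PATΔ and Ddc MATΔ hearts, epicardial genes were lower in Ddc PATΔ hearts in 10 of 14 cases (median -0.45). Tcf21 was at -0.66, Lrrn4 at -1.05, Upk1b at -0.79 and the keratin Krt18 at -0.91. Cartilage genes were lower in 14 of 18 cases (median -0.21, and -0.32 without Ddc PATΔ replicate 1), with the collagen Col9a2 at -1.07 and the matrix link protein Hapln1 at -1.06. Fibroblast and valve matrix genes were lower in 19 of 26 cases (median -0.26), with the transcription factor Twist1 at -0.63 and the microfibril proteins Mfap2 at -0.52 and Mfap4 at -0.68, although the scavenger receptor Scara5 was 1.03 higher. Markers of other tissues differed as well, although the liver genes also split the hearts within each of these genotypes: liver genes were higher in group mean in all 20 cases (median 1.16, 0.75 without Ddc MATΔ replicate 2 and 1.94 without Ddc PATΔ replicate 3), neutrophil genes in 16 of 17 (median 0.68, and 0.38 without Ddc PATΔ replicate 2) and genes of definitive red cells in 16 of 17 (median 0.38, and 0.69 without Ddc PATΔ replicate 3), among them the heme synthesis enzyme Alas2 (1.56). In camera the adjusted p was 2.51e-11 for the rising list, 3.03e-07 for fatty acid oxidation, 5.33e-06 for the respiratory list, 1.55e-04 for the falling list, 0.0011 for embryonic globins, 2.73e-05 for the epicardium, 0.0012 for cartilage, 5.90e-04 for fibroblasts, 5.09e-10 for liver, 7.20e-07 for neutrophils and 5.81e-07 for definitive red cells. With an estimated correlation the adjusted p was 0.245 for fibroblasts and neutrophils and 0.207 for the other 9 lists. Over all probes limma called 0 members of these lists. When adjusted over the list alone, 6 rising, 2 fatty acid oxidation and 4 red cell genes and 1 fibroblast gene were higher, 2 falling, 3 embryonic globin, 6 epicardial, 3 cartilage and 4 fibroblast genes were lower, and 0 respiratory, liver or neutrophil genes passed. At an unadjusted p under 0.05 those higher numbered 9 rising, 6 fatty acid oxidation, 9 respiratory, 10 liver, 6 neutrophil and 5 red cell genes, and those lower 7 falling, 3 embryonic globin, 8 epicardial, 5 cartilage and 7 fibroblast genes, with 1 falling, 1 cartilage and 1 fibroblast gene higher and 1 neutrophil gene lower besides. Supplementary Table 1 holds 4 genes of the rising list, 3 of fatty acid oxidation, 2 of the respiratory list, 5 of the falling list, 3 of the epicardium, 4 of cartilage, 7 of the fibroblast list and 1 of the embryonic globins.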

The probe IDs on the array are shown with gene names, log fold change and p value and adjusted p value along with annotations of cardiovascular related genes with differential expression. 

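Of the genes that Supplementary Table 1 annotates with a thin ventricular wall or the compact layer, Capn2, which encodes a subunit of the protease calpain, had the largest difference between Ddc PATΔ and Ddc MATΔ hearts, 2.31 (standard error 0.65) at ILMN_1219583 and 1.51 (0.46) at ILMN_2683586. At the first the Ddc WT hearts (10.03 to 11.00) and the DdcΔΔ heart (10.88) read as high as Ddc PATΔ hearts, so the difference lies in low values of 3 Ddc MATΔ hearts. Its other probes differed by 0.19 at ILMN_2620030, 0.25 at ILMN_2584397 and -0.12 at ILMN_1235077. At ILMN_1219583 the Ddc MATΔ hearts read 7.07, 6.82, 10.28 and 7.36, against 10.19 ± 0.51 (SD, n = 4) in Ddc PATΔ hearts. Lims2, an adaptor of integrin adhesions, was 0.83 higher in Ddc PATΔ hearts at ILMN_1247916 and 0.66 and 0.67 at its other 2 probes, and the homeobox factor Meox2 was 0.59 higher. The adhesion receptor Adgrg6 (-0.83), the growth factor receptor Fgfr2 (-0.49), the membrane protein Flrt2 (-0.54) and the muscle LIM protein Pdlim3 (-0.45 and -0.48) were lower. These genes have 11 probes in the table, which was read before they were chosen. Of the 11, 8 passed an unadjusted p of 0.01 with a log2 difference of 0.4 here, and the adjusted p of the 11 ranged from 0.485 to 0.715 in limma. All 8 lost that criterion without Ddc MATΔ replicate 1 and without Ddc MATΔ replicate 2, and each in 5 to 7 of the fits that left out 1 heart.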

To assess differential expression at each probe, a linear modelling approach that modelled genotype as a factor compared Ddc^{MATΔ}, mice that have near wildtype cardiac Ddc_exon1a expression and Ddc^{PATΔ}, mice that exhibit reduced cardiac Ddc_exon1a expression. 

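In Ddc WT hearts, Ddc read 13.36 ± 0.15 (SD, n = 3) at ILMN_2628647, 13.87 ± 0.23 at ILMN_1260450 and 11.83 ± 0.68 at ILMN_1229396 on the log2 scale. Ddc MATΔ hearts read 13.10 ± 0.09 (SD, n = 4), 13.70 ± 0.29 and 11.18 ± 0.51, or 83.7%, 89.3% and 63.7% of the wild-type signal, and Ddc PATΔ hearts 9.41 ± 0.34 (SD, n = 4), 10.36 ± 0.10 and 6.16 ± 0.22, or 6.45%, 8.82% and 1.97% of it. Ddc MATΔ differed from Ddc WT hearts by -0.26, -0.16 and -0.65 (adjusted p = 0.999 for each in limma; exact permutation p = 0.0286, 0.429 and 0.200 in the same order). The last became -0.27 without Ddc WT replicate 3 and -0.41 without Ddc MATΔ replicate 2, and the value at ILMN_1260450 -0.04 without Ddc WT replicate 1, -0.27 without Ddc WT replicate 2, and -0.09, -0.07 and -0.26 without Ddc MATΔ replicates 1, 2 and 3. Genes that rise in later heart development were lower in Ddc MATΔ than in Ddc WT hearts for 19 of 20, with a median of -0.24 (-0.39 without Ddc WT replicate 1), and fatty acid oxidation genes for 22 of 23, with a median of -0.21 (-0.37 without Ddc WT replicate 1). The lists share 6 genes. The fatty acid transporter Cd36, a dim probe, differed by -0.92, Hadha by -0.66 and Ppargc1a by -0.67. Cell division genes were higher in 28 of 38 cases, with a median of 0.12 (0.20 without Ddc WT replicate 1, 0.08 without Ddc MATΔ replicate 2), among them the mitotic kinase Plk1 (2.92), Ccne1 (0.49) and the replication licensing factor Cdc6 (0.38). Glucocorticoid response genes were lower in 15 of 18 cases, with a median of -0.29 (-0.45 without Ddc WT replicate 1). The camera adjusted p was 9.76e-11 for the rising list, 1.21e-10 for fatty acid oxidation, 0.0013 for cell division and 4.21e-05 for the glucocorticoid list. With an estimated correlation the adjusted p was 0.386, 0.386, 0.550 and 0.550. Over all probes limma called 0 members of these lists. When adjusted over the list alone 3 rising and 3 fatty acid oxidation genes were lower and 0 of the others passed, while 6, 4 and 6 genes of the rising, fatty acid oxidation and glucocorticoid lists were lower and 9 cell division genes higher at an unadjusted p under 0.05. Limma called 0 of the 45267 probes, against 2211 at an unadjusted p under 0.05, and the criterion of p 0.01 with a log2 difference of 0.4 took 157 higher and 161 lower. Leaving out Ddc WT replicate 2 ended the calls of cell division (median 0.05, adjusted p = 0.143) and of the glucocorticoid list (median -0.14, adjusted p = 0.0589), and 4 probes were called without Ddc MATΔ replicate 3 and 1 without Ddc WT replicate 1 or 3, with 964 past the criterion without Ddc WT replicate 1.

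**Figure D2:**
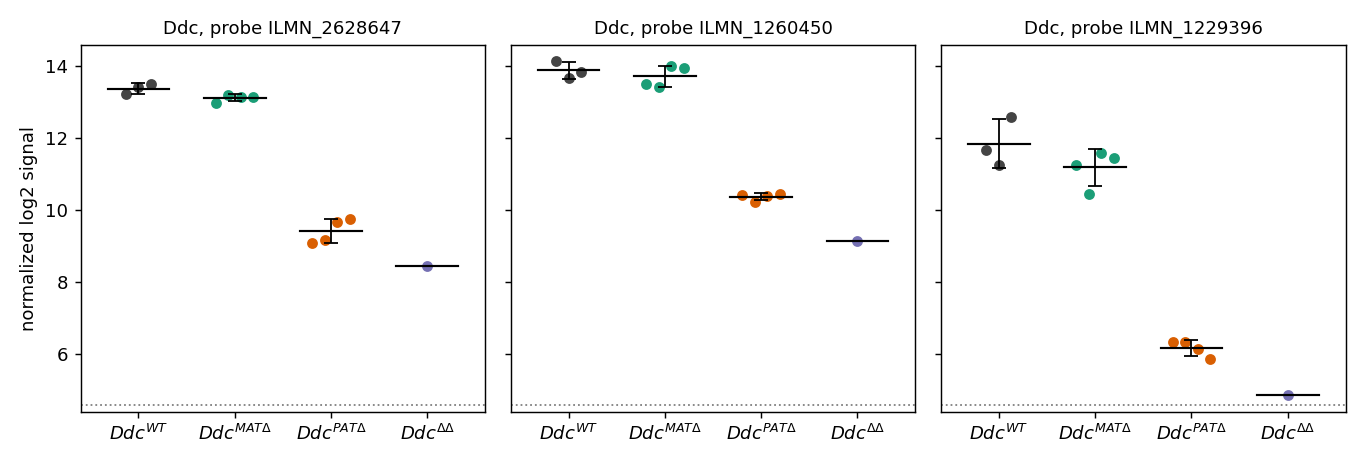
Normalized log2 signal of the 3 Ddc probes in each heart, by genotype; points are hearts, horizontal bars group means, error bars SD (DdcΔΔ has 1 heart and no error bar) and the dotted line the lowest value on the arrays, 4.58. At each probe the 4 Ddc PATΔ hearts and the DdcΔΔ heart lie below all Ddc WT and Ddc MATΔ hearts, and at ILMN_1229396 the DdcΔΔ heart lies near the dotted line.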

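Ddc fell in Ddc PATΔ relative to Ddc MATΔ hearts, with log2 differences of -5.02 (standard error 0.30) at ILMN_1229396, -3.34 (0.15) at ILMN_1260450 and -3.70 (0.15) at ILMN_2628647. The adjusted p from limma was 5.97e-05, 3.98e-06 and 3.68e-06, and all 4 Ddc PATΔ hearts lay below all 4 Ddc MATΔ hearts at each probe (exact permutation p = 0.0286, the smallest that 70 splits allow). Of 14 other measured genes of serotonin and dopamine metabolism and signalling, 0 passed in limma, and the smallest p were those of the serotonin receptors Htr2a (0.35, higher in Ddc PATΔ hearts) and Htr4 (0.31), the 2 of them under an unadjusted p of 0.05. Grb10 and Nppa differed by -0.02 and -0.01 at probes close to the highest value on the arrays, where differences are compressed, and Grb10 by 0.15 (standard error 0.20) at ILMN_2546546, which reads lower. Outside Ddc 0 of the 45267 probes were called by limma, with a smallest adjusted p of 0.192, while 1495 were higher and 1730 lower at an unadjusted p under 0.05. Leaving out Ddc MATΔ replicate 3 or Ddc PATΔ replicate 1 gave 7 called probes in place of 3.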

Only Ddc itself was significantly different between genotypes after correction for multiple testing. 

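Among probes past an unadjusted p of 0.01 with a log2 difference of 0.4, the largest increases in Ddc PATΔ relative to Ddc MATΔ hearts that held with each heart left out were those of Plin4, a lipid droplet protein (2.36), Ddo, which oxidizes D-aspartate (2.17), and Cfap20dc (1.91). The largest such decreases outside Ddc were those of the cartilage collagen Col2a1 (-1.66), the steroid hydroxylase Cyp17a1 (-1.35), the receptor Pilra (-1.31), the Wnt signalling ligand Rspo3 (-1.23) and the kallikrein Klk1b22 (-1.18). Klk1b22, at 4.99, and Cyp17a1, at 5.50, read near the lowest array value in Ddc PATΔ hearts. Plin4 and Col2a1 differed little between Ddc PATΔ and Ddc WT hearts (0.51, unadjusted p = 0.437, and -0.19, unadjusted p = 0.622 from limma). The single DdcΔΔ heart, from an embryo with both alleles deleted, read 7.55 and 8.43 there, like Ddc MATΔ hearts. Its values for Rspo3 (8.50) and Pilra (8.77) were also within the range of Ddc MATΔ hearts (8.00 to 8.59 and 8.65 to 9.24). Fcer1g, an Fc receptor chain, had the largest increase (3.05), which comes from values near the lowest on the arrays in Ddc MATΔ replicates 1, 2 and 4 (4.80 to 4.89), while Ddc WT hearts (8.80 to 9.37) and Ddc MATΔ replicate 3 (9.70) read like Ddc PATΔ hearts (8.11 to 10.19). Also among the largest increases were the stefins Cstdc5 (2.08), Cstdc4 (1.99) and Stfa1 (1.96), Capn2, which is low in the same 3 Ddc MATΔ hearts, the metalloproteinase inhibitor Timp4 (1.84) and the plasma protein Vtn (1.81), and among the largest decreases were the embryonic globin Hbb-y (-1.55), Adat2, which edits transfer RNA (-1.34), Samd5 (-1.27) and the immune ligand Raet1c (-1.21). In all, 627 probes passed, 283 higher and 344 lower, which is 1.39% of all probes, and 256 of them (40.8%) are dim. These p-values are not adjusted, and limma called none of the genes named here besides Ddc after adjustment. Whether strain variants that segregate among the embryos underlie these differences was tested only for Capn2. Cstdc5 lost the criterion without Ddc MATΔ replicate 1, Cstdc4 without Ddc MATΔ replicate 2 or 4 or Ddc PATΔ replicate 2, Timp4 without Ddc MATΔ replicate 4 or Ddc PATΔ replicate 2 or 3, Stfa1 without Ddc MATΔ replicate 1 or 2 or Ddc PATΔ replicate 1 or 2, Raet1c without Ddc MATΔ replicate 1 or 2 or Ddc PATΔ replicate 1 or 3, Vtn without Ddc MATΔ replicate 1 or 2 or Ddc PATΔ replicate 1, 2 or 4, Adat2 without Ddc MATΔ replicate 1 or 3 or Ddc PATΔ replicate 1, 2 or 3, Samd5 without Ddc MATΔ replicate 2 or 3 or Ddc PATΔ replicate 1, 2 or 3, Capn2 without Ddc MATΔ replicate 1, 2 or 4 or Ddc PATΔ replicate 1, 2 or 3, Hbb-y without Ddc WT replicate 2, Ddc MATΔ replicate 1, 2 or 4 or Ddc PATΔ replicate 2, 3 or 4, and Fcer1g without any Ddc WT or Ddc PATΔ heart or Ddc MATΔ replicate 1, 2 or 4.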

An approach that combined a biologically plausible change in transcript expression equivalent to an absolute log2 fold-change of >0.4 (representing an approximately 30% increase or 25% decrease in gene expression) and a statistical significance threshold of $P < 0.01$ was also used.

# Supplementary material for: Imprinted Gene Expression and Function of the Dopa Decarboxylase Gene in the Developing Heart
**Source:** Front Cell Dev Biol. 2021 Jun 22;9:676543. doi: 10.3389/fcell.2021.676543
**Supplement:** Supplementary file 6

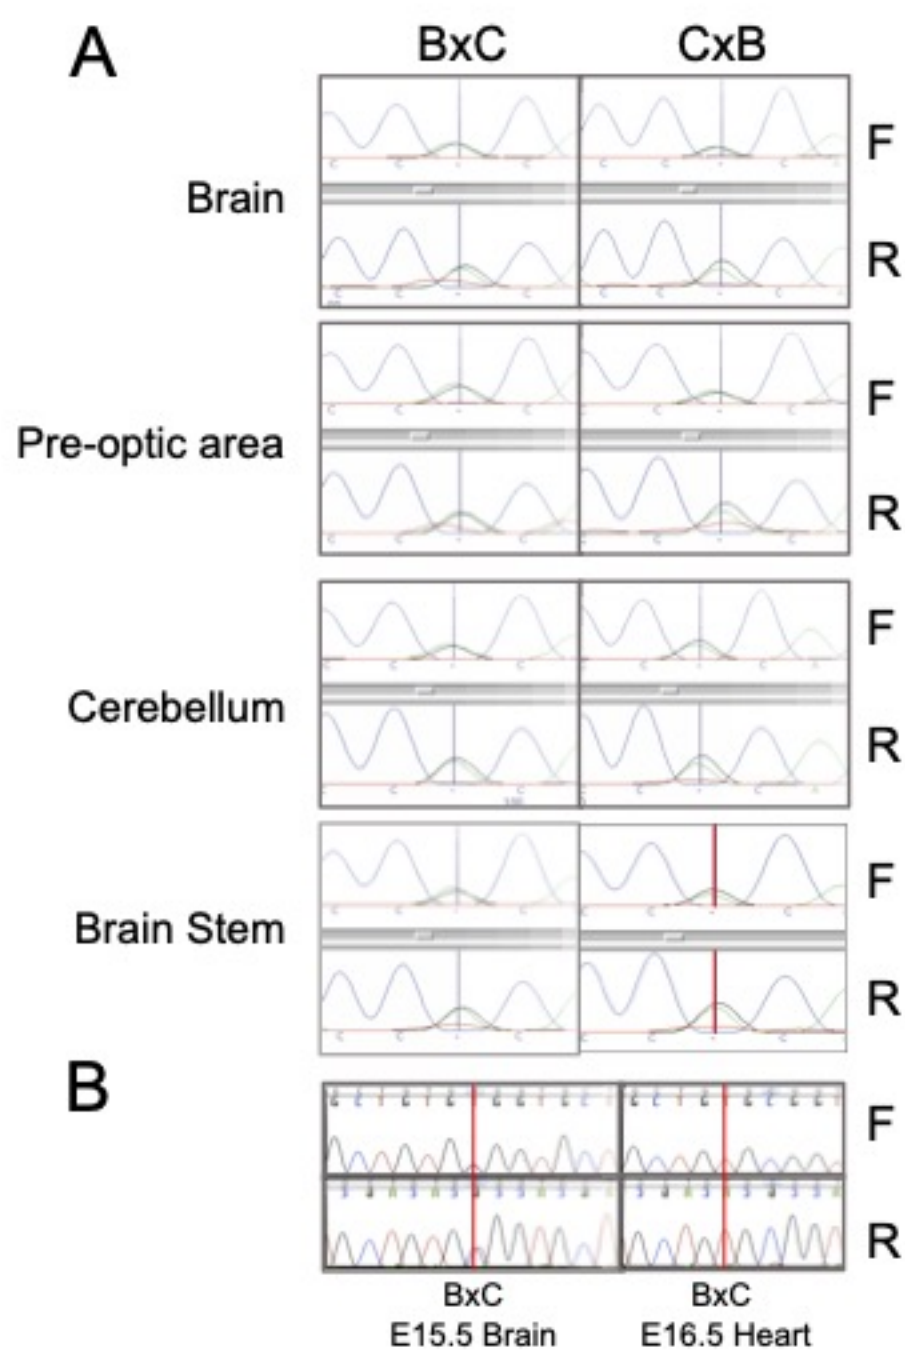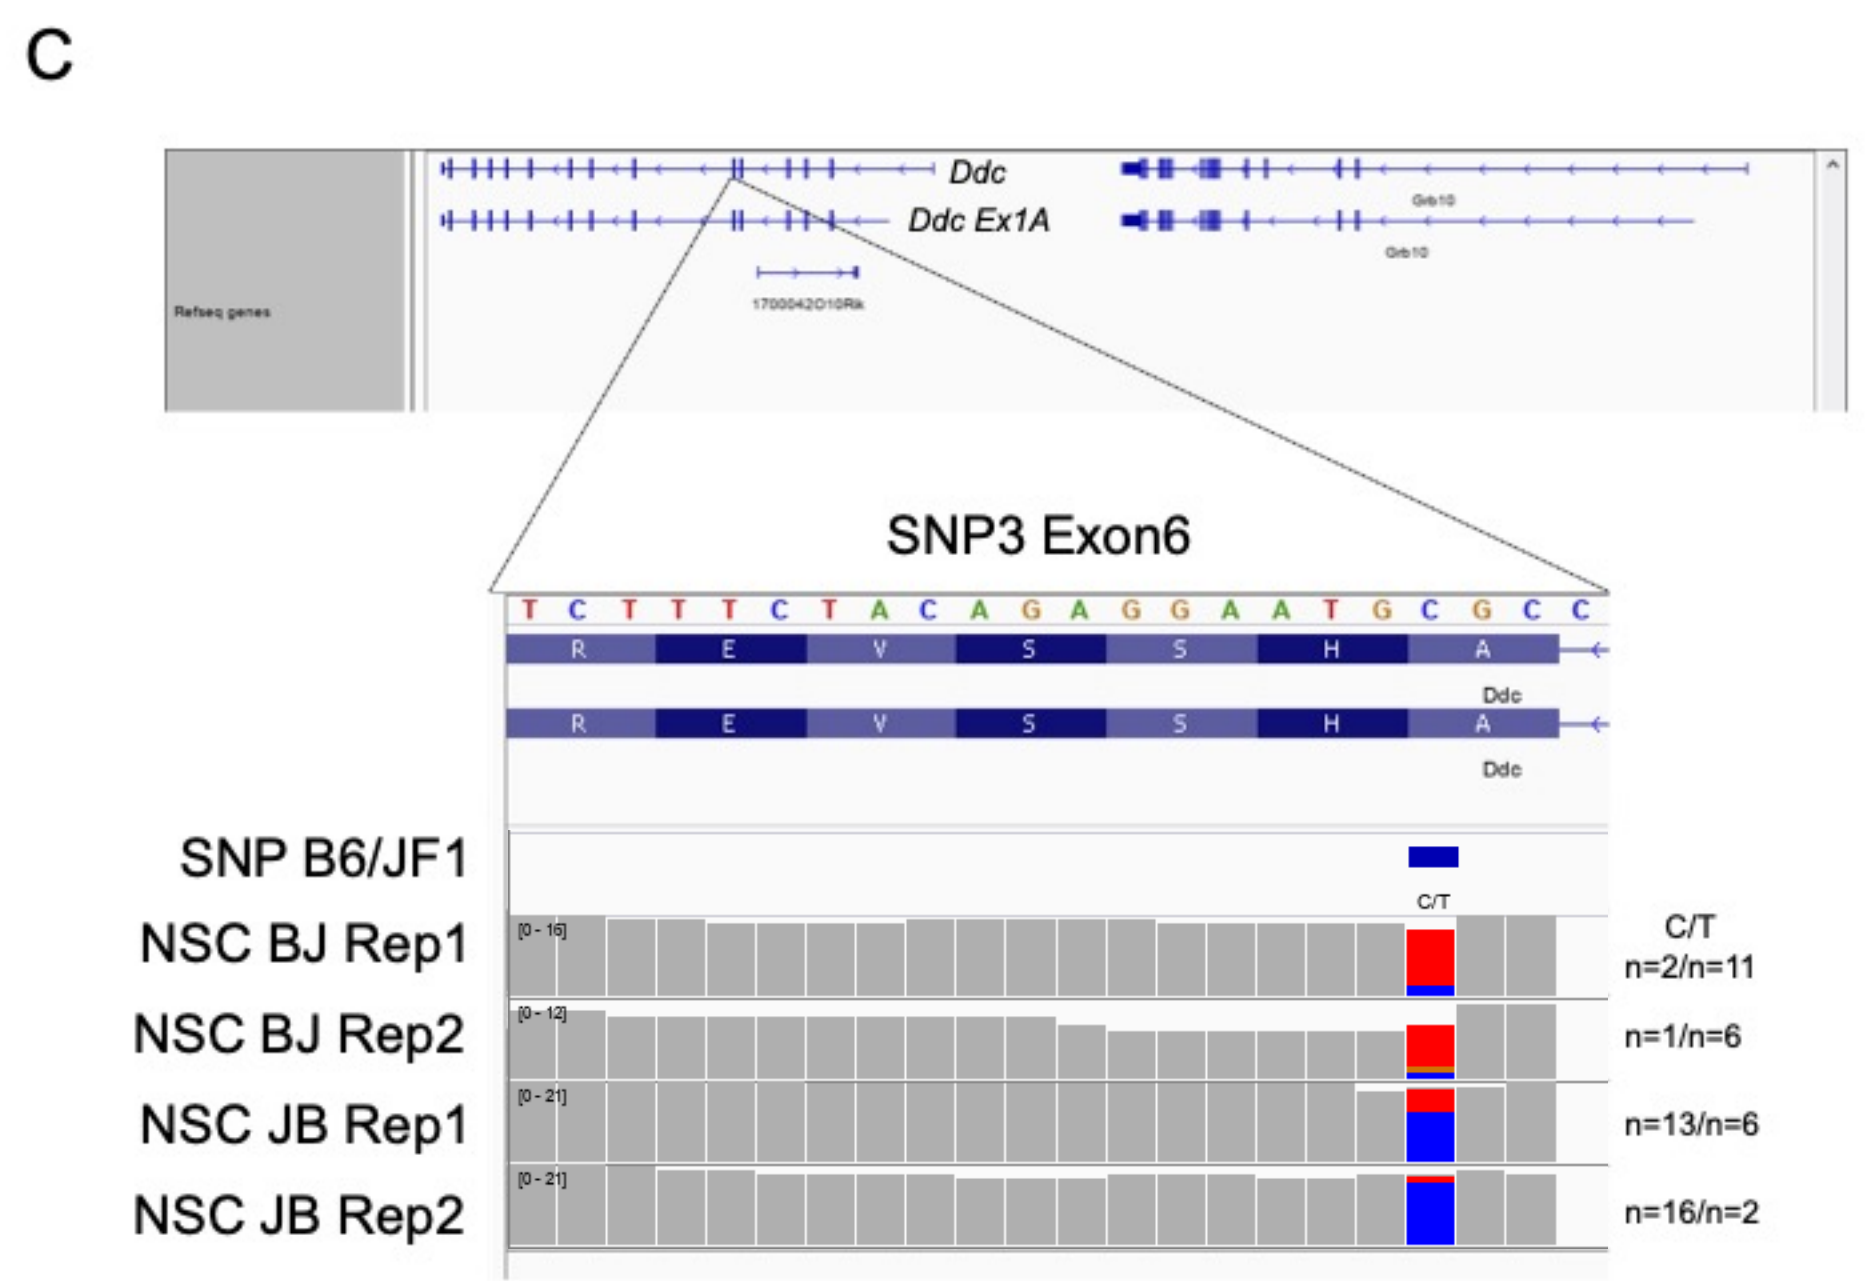

D

How the deposited data were processed for this re-analysis (not part of the article)

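Expression was measured in hearts of 3 Ddc WT, 4 Ddc MATΔ, 4 Ddc PATΔ and 1 DdcΔΔ mouse embryo at E15.5, with 1 Illumina WG-6 array per heart, and the 12 hearts were mapped to genotype and replicate from the sample labels, which match the numbers of hearts in the legend of Supplementary Table 1. The deposited values are log2 signals of 45267 probes; the methods state that the background was corrected with neqc and the arrays normalized before limma. The submitters' processing notes name GenomeStudio and limma, with versions not given, and a genome build, control probe use and probe filter are not given in the sources used here. All 12 arrays have nearly equal quantiles, so differences are relative to a common distribution, and probes near the lowest value of 4.58 hold background rather than a level. A scanner table of 24 columns (12 of signal and 12 of detection p) was not used here, since its column names pair with no heart in the sources used here. The design fixed before the data were examined assumed normalization from that table; the deposited log2 values were tested in its place.

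Each probe was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with genotype as a factor of 4 levels over all 12 arrays, and Ddc PATΔ was set against Ddc MATΔ, Ddc PATΔ against Ddc WT, Ddc MATΔ against Ddc WT and DdcΔΔ against Ddc WT. For the paper's combined groups, 5 ablated hearts were set against 7 controls in a fit of 2 groups. P-values were adjusted by Benjamini-Hochberg over all probes and called at 0.05, and the paper's criterion, an unadjusted p under 0.01 with an absolute log2 difference over 0.4, was counted beside them. An exact permutation test of the difference of group means, taken on both sides, was added for Ddc. The step that fits all probes was tested on simulated data with known changes. Depth does not apply to arrays; the number of arrays limits the precision, and the SE of each difference is given. Which embryos shared a litter or slide is not given in the sources used here, so no batch could be fitted. The replicate numbers are not said to pair the hearts.

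Probes were named through the platform annotation, with symbols updated by gene identifier against the RefSeq annotation of the mouse, and probes with several genes or none were left unnamed. For gene lists the brightest probe of each gene was used. The 34 lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the lists. The genes named in the text are Ddc, Grb10 and Nppa; every gene past an adjusted p of 0.05, or the 10 largest; for Ddc PATΔ against Ddc MATΔ the 10 largest increases and decreases past the paper's criterion and the genes that Supplementary Table 1 annotates as thin or compact; the 5 largest increases and decreases for the combined groups; and up to 4 members of a list with the smallest p. This rule and the lists were written after Supplementary Table 1 had been read. Alternatives were the replicate number as a block, array weights, a trended and robust variance, Xist as a covariate, only the arrays of the groups compared, each heart left out, and other set tests. Chosen after seeing the data were 100 or 200 added to the linear signals, leaving out dim probes (mean under 7) and the mean of liver genes as a covariate.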

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

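Of the tests in this part, the sequence variant in Capn2 and the explanations of the liver genes (tissue carried along, blood, loss of Ddc) were chosen only after the result was seen. Among 98 groups of 4 to 7 hearts at 42 probes, 10 had a heart apart from the rest. In independent groups chance gives about 1 in 20. Some of these groups share hearts and most probes were chosen for large differences, so that rate cannot show an excess here. Fcer1g read 9.70 in Ddc MATΔ replicate 3, with the nearest other Ddc MATΔ heart at 4.89. Cstdc4 read 9.86 in Ddc PATΔ replicate 2 (nearest 8.42), Raet1c 5.65 in Ddc PATΔ replicate 4 (nearest 4.98) and Klk1b22 5.18 in Ddc PATΔ replicate 2 (nearest 4.94). Flrt2 read 9.40 in Ddc MATΔ replicate 4 (nearest 9.69). Among the 5 ablated hearts, Ddc at ILMN_1260450 read 9.12 in DdcΔΔ (nearest 10.22), and in Ddc PATΔ replicate 3 Serpina1d read 4.98 (nearest 9.24) and Fga 5.05 (nearest 9.67). Among the 7 controls, Cyp17a1 read 5.73 in Ddc WT replicate 3 (nearest 6.63).

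Capn2 at ILMN_1219583 read 10.28 in Ddc MATΔ replicate 3, with the other Ddc MATΔ hearts at 7.36 or less, while the Ddc WT, Ddc PATΔ and DdcΔΔ hearts all read 9.55 or more. One explanation, a strain variant near or in Capn2 that segregates among the embryos, was tested in 2 ways. Of 108 probes of genes within 10 Mb of Capn2 on its chromosome, 3 (Zbtb18, Tatdn3 and Iars2) followed it across hearts with an absolute r over 0.9, or 2.78%, against 5 of 13870 elsewhere, or 0.0360% (Fisher's exact p = 2.44e-05). The least changed bright Capn2 probe had 8.05% of the log2 difference of the most changed. A variant under the affected probes may therefore account for the low signal, with linked differences in genes nearby; no biological explanation was tested, and an effect of Ddc was not separated from it.

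Afp, a gene the paper does not discuss, read 10.49 to 11.36 in 3 Ddc PATΔ hearts but 4.88 in Ddc PATΔ replicate 3, 10.77 and 10.51 in Ddc MATΔ replicates 3 and 4 but 5.42 or less in the other Ddc MATΔ hearts, 12.62 in the DdcΔΔ heart and 6.23 or less in Ddc WT hearts, so it did not follow genotype heart by heart, and most other liver genes moved with it. For the liver genes, blood left in the hearts is argued against, since it would not hold transcripts of liver-secreted proteins. The 20 liver genes had a median range of 4.05 on the log2 scale over the 12 hearts. This test used liver genes only and does not bear on blood as a source of the red cell and neutrophil differences. Fetal liver carried along in dissection stays open: 17 of the 20 genes followed the mean of the others across hearts with an r over 0.7, 6 of the 20 have a Ddc WT mean of 7 or more, 0 are in another list and 8 are in Supplementary Table 1. Within genotypes the liver mean followed that of definitive red cells over 11 hearts (r = 0.72, permutation p = 0.0041, adjusted over 3 relations 0.0122; rho = 0.62, p = 0.0165; r = 0.57 without the 2 farthest hearts), and the relation to neutrophils did not pass (r = 0.54, permutation p = 0.157, adjusted 0.170; rho = 0.52, p = 0.102; r = 0.32 without the 2 farthest). An effect of Ddc loss cannot be told apart with these hearts, since the liver mean was 1.26 higher in Ddc PATΔ than in Ddc MATΔ hearts with an exact p of 0.171 but 1.87 higher in ablated than in control hearts with an exact p of 0.0189.

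Genes of later heart development were higher in Ddc PATΔ than in Ddc MATΔ hearts, with a list mean 0.37 higher (exact permutation p = 0.0286, the smallest that 70 splits allow). The list was written after Supplementary Table 1 had been read. That table holds some of its genes from this same comparison, so this p is not independent of it. Sex of the embryos is argued against, since the difference with Xist in the model was 0.39, or 105% of its size. A difference in developmental stage stays open: within genotypes, hearts with less embryonic globin had a higher list mean over 11 hearts (r = -0.67), although chance was not excluded (permutation p = 0.170; rho = -0.64, p = 0.158; r = -0.47 without the 2 farthest hearts). Loss of Ddc cannot be told apart from chance or stage, since Ddc PATΔ hearts differed from Ddc WT hearts by 0.0135 (exact p = 0.886) while Ddc MATΔ hearts differed from Ddc WT hearts by -0.36 (exact p = 0.0571), and the DdcΔΔ heart, which also lacks Ddc but is a single heart, differed from Ddc WT hearts by -0.24. In the DdcΔΔ heart, effects of Ddc loss elsewhere in the embryo cannot be told apart either. The rising list shares 6 genes with fatty acid oxidation and 1 with the glucocorticoid list.

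Other splits of the same hearts were counted for each comparison. For the combined groups, 1 of 100 splits, the real one, gave as many called probes (4, highest other 3). Of the 4, 3 are probes of Ddc, the deleted gene by which the groups were made. The call of the other, ILMN_1240922, was lost in 9 of 12 fits that left out 1 heart. The count therefore cannot exclude chance beyond Ddc, and nothing beyond Ddc follows from it. For probes past the criterion chance was not excluded (318 against a highest other of 784, 18 of 100 splits as large). For Ddc PATΔ against Ddc MATΔ chance was not excluded for the number of called probes (3, highest other 3, 2 of 35), all of them Ddc, whose own tests (adjusted p = 5.97e-05, 3.98e-06 and 3.68e-06 from limma) this count does not bear on, or for the criterion (627, highest other 1634, 2 of 35). For Ddc PATΔ against Ddc WT it was not excluded for the number of called probes (3, again all Ddc, highest other 34, 7 of 35) or the criterion (278, highest other 2141, 18 of 35), nor for Ddc MATΔ against Ddc WT (0, highest other 7, 35 of 35, and 318, highest other 1705, 16 of 35). Splits that take several times the real number of probes point to a structure among the hearts other than genotype.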

How the results depend on the processing

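Of the settings here, offsets of 100 and 200 on the linear signals, leaving out dim probes and the liver covariate were chosen only after the results were seen. In every comparison of Ddc PATΔ or DdcΔΔ hearts with Ddc MATΔ, Ddc WT or combined controls, all 3 Ddc probes kept an adjusted p under 0.05 with each heart left out. With 1 heart left out, called probes ranged from 3 to 7 for Ddc PATΔ against Ddc MATΔ, 3 to 19 for the combined groups, 3 to 7 for Ddc PATΔ against Ddc WT, 0 to 4 for Ddc MATΔ against Ddc WT and 15 to 73 for DdcΔΔ against Ddc WT. Probes past the criterion ranged from 445 to 822, 248 to 540, 237 to 575, 271 to 964 and 639 to 943 in that order, and lists past camera from 12 to 18, 7 to 14 (14 without DdcΔΔ), 5 to 12 (11 without Ddc WT replicate 3, 12 without Ddc PATΔ replicate 1), 5 to 10 (5 without Ddc WT replicate 3) and 6 to 12 (6 without Ddc WT replicate 3). Offset 100, offset 200 and dim probes left out gave 277, 175 and 366 probes past the criterion for Ddc PATΔ against Ddc MATΔ, 115, 72 and 147 for the combined groups, 57, 29 and 87 for Ddc PATΔ against Ddc WT, 77, 40 and 110 for Ddc MATΔ against Ddc WT and 414, 294 and 174 for DdcΔΔ against Ddc WT. With an estimated correlation 0 lists passed in any comparison, and with fry 2 for Ddc PATΔ against Ddc MATΔ (the serotonin and dopamine list and the Ddc and Grb10 neighbours, which both hold Ddc itself), 0 for the combined groups, 3 for Ddc PATΔ against Ddc WT (those and the neural crest and neuron list), 0 for Ddc MATΔ against Ddc WT and 2 for DdcΔΔ against Ddc WT (the neighbours and the neural crest and neuron list). For the combined groups, the fit of 4 levels gave 24 called probes, 485 past the criterion and 3 lists, the liver covariate 625 past the criterion, dim probes left out 14 lists and all probes of a gene 15 lists. With the liver covariate the differences of Serpina1b (-0.27), Apoa1 (-0.23) and Fga (-0.0167) were reversed, which follows for Apoa1 and Fga from their being part of that covariate and says nothing about a cause. It also left 2 lists past camera for Ddc PATΔ against Ddc WT, and the definitive red cell list there had a median of 0.0024 with the direction of its test reversed (adjusted p = 0.977). For DdcΔΔ against Ddc WT, called probes numbered 109 with a trended and robust variance, 71 with offset 100, 109 with offset 200, 5 with dim probes left out and 5 with the liver covariate, which left 376 past the criterion and 1 list. The replicate numbers did not pair the hearts, since 2 of 10 pairs had a correlation of deviations over 0.1 and 3 of 11 hearts were closest to their own number; with the number as a replicate block, DdcΔΔ against Ddc WT had 5 called probes and 6 lists, and ILMN_1240922 in the combined groups an adjusted p of 0.163. The cause of these changes was not tested. No background correction, scaling in place of quantile normalization, both detection filters and the slide as a block were not run, since they need the scanner table, and the authors' normalized values, planned as an alternative, became the values used. Low signal limits the dim probes, whose differences shrink most with an offset.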

Differences from the paper's values

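All values here are given as Ddc MATΔ minus Ddc PATΔ, the direction of Supplementary Table 1, where signed. The offsets, the dim probe filter and the liver covariate were chosen only after the values were seen. The paper's table lists 323 probes past its criterion, and 627 passed here; of the alternatives set before the data were examined, leaving out Ddc MATΔ replicate 1 (445) or Ddc PATΔ replicate 2 (470) brought the counts within 1.5 times and the others did not. Adding 100 to the linear signals gave 277 probes and leaving out dim probes 366, both chosen after seeing the values, and of the table's 323 probes 207 and 219 then passed, against 241 without them, with 297 of the 323 left to test after the dim probe filter. The paper's table has 163 probes lower in Ddc PATΔ hearts, against 344 here, and no alternative set before the data were examined closed this gap. Offset 100 (163) and leaving out dim probes (207) closed it, both chosen after seeing the values and with the same 207 and 219 probes of the table past the criterion. It has 160 probes higher in Ddc PATΔ hearts, against 283 here; leaving out Ddc MATΔ replicate 1 (179), Ddc MATΔ replicate 2 (216) or Ddc PATΔ replicate 2 (209) closed it and the other alternatives set before the data were examined did not, while offset 100 (114) and leaving out dim probes (159), both chosen after seeing the values and with those 207 and 219 probes past the criterion, closed it too. A gap in a Ddc difference counted as closed within the SD between hearts, pooled over Ddc MATΔ and Ddc PATΔ. Both values come from the same hearts, so that SD is not the error of the gap. For Ddc at ILMN_1229396 the paper's log2 difference is 3.34 and the value here 5.02. No alternative set before the data were examined closed the gap. Offset 200, chosen after seeing the values, gave 3.21 and closed it, with 175 of the table's 323 probes past the criterion, while offset 100 gave 3.82 and did not. For Ddc at ILMN_2628647 the paper's value is 3.39 and the value here 3.70. Leaving out Ddc PATΔ replicate 1 (3.59) or Ddc PATΔ replicate 2 (3.61) brought it within that SD. The other alternatives set before the data were examined did not. Offset 100 (3.51), offset 200 (3.35) and the liver covariate (3.62), all chosen after seeing the values, brought the ILMN_2628647 value within that SD too. Of the table's 323 probes, 207, 175 and 135 then passed the criterion. All 323 probes of the table had the same direction here, with a correlation of 0.96 across probes, which are not independent replicates, and 241 of them passed the criterion here. The cause of these differences was not tested.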

Other observations

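The list tests of this part were set before the data files were examined but after Supplementary Table 1, which holds results of this comparison for the listed genes it includes, had been read, so they are not independent of it. Several vessel genes were higher in Ddc PATΔ than in Ddc MATΔ hearts while their group did not pass in camera: of 19 endothelial and endocardial genes, 9 were higher and 10 lower, yet the capillary glycoprotein Cd300lg (1.01), the endothelial adaptor Nostrin (0.84), the lymphatic receptor Lyve1 (0.88) and the retinol-binding protein Rbp7 (1.10) were higher at an unadjusted p under 0.01. Adjusted over the list alone 4 were higher and 2 lower, limma called 0 over all probes (4 higher and 4 lower at an unadjusted p under 0.05), and the camera adjusted p was 0.633 (5 genes are in Supplementary Table 1). Glucocorticoid response genes were higher in 12 of 18 cases (median 0.20), with Klf9, a transcription factor induced by glucocorticoids, at 0.70 and the growth-restraining imprinted gene Cdkn1c at -0.50; 6 were higher and 1 lower when adjusted over the list alone and 0 over all probes (6 and 1 at an unadjusted p under 0.05), with a camera adjusted p of 0.0015 and an adjusted p = 0.333 with an estimated correlation (5 genes are in Supplementary Table 1). Of 16 clock genes, 8 were higher and 8 lower, among them Npas2 (0.37), Per2 (0.54) and Per1 (0.44), which were higher when adjusted over the list alone, while 0 passed over all probes (4 higher and 1 lower at an unadjusted p under 0.05; camera adjusted p = 0.0800).

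Imprinted genes did not pass as a group in camera between Ddc PATΔ and Ddc MATΔ hearts: of 44 measured, 16 were higher and 28 lower, with a median of -0.04 (camera adjusted p = 0.306) and 0 past the test over all probes or over the list alone (1 higher and 4 lower at an unadjusted p under 0.05). The members with the smallest p were Mkrn3 (-0.52), Cdkn1c (-0.50), Nnat (-0.82) and Dlk1 (0.37). Genes of cell death (9 of 14 higher, median 0.08, camera adjusted p = 0.257), of the trabecular layer (3 of 9 higher, -0.02, 0.688), of macrophages (9 of 12 higher, 0.16, 0.220) and of skeletal muscle (10 of 19 higher, 0.02, 0.880) had 0 members past limma over all probes or over the list alone, with 0, 0, 0 and 2 higher and 0, 0, 0 and 1 lower at an unadjusted p under 0.05. In Ddc MATΔ against Ddc WT hearts, hypoxia response genes were lower in 12 of 14 cases (median -0.14), with the vessel growth factor Vegfa at -0.43 (camera adjusted p = 0.0230, and adjusted p = 0.550 with an estimated correlation); the call was lost without Ddc WT replicate 2 (0.614) or Ddc MATΔ replicate 1 (0.0932) or 2 (0.0653), and the median was -0.07, -0.08 and -0.09 in those fits and -0.22 without Ddc WT replicate 3.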
